# PI3-kinase deletion promotes myelodysplasia by dysregulating autophagy in hematopoietic stem cells

**DOI:** 10.1126/sciadv.ade8222

**Published:** 2023-02-22

**Authors:** Kristina Ames, Imit Kaur, Yang Shi, Meng M. Tong, Taneisha Sinclair, Shayda Hemmati, Shira G. Glushakow-Smith, Ellen Tein, Lindsay Gurska, Ulrich Steidl, Robert Dubin, Jidong Shan, Cristina Montagna, Kith Pradhan, Amit Verma, Kira Gritsman

## Abstract

Myelodysplastic syndrome (MDS) is a clonal malignancy arising in hematopoietic stem cells (HSCs). The mechanisms of MDS initiation in HSCs are still poorly understood. The phosphatidylinositol 3-kinase (PI3K)/AKT pathway is frequently activated in acute myeloid leukemia, but in MDS, PI3K/AKT is often down-regulated. To determine whether PI3K down-regulation can perturb HSC function, we generated a triple knockout (TKO) mouse model with *Pik3ca*, *Pik3cb*, and *Pik3cd* deletion in hematopoietic cells. Unexpectedly, PI3K deficiency caused cytopenias, decreased survival, and multilineage dysplasia with chromosomal abnormalities, consistent with MDS initiation. TKO HSCs exhibit impaired autophagy, and pharmacologic autophagy induction improved HSC differentiation. Using intracellular LC3 and P62 flow cytometry and transmission electron microscopy, we also observed abnormal autophagic degradation in patient MDS HSCs. Therefore, we have uncovered an important protective role for PI3K in maintaining autophagic flux in HSCs to preserve the balance between self-renewal and differentiation and to prevent MDS initiation.

## INTRODUCTION

Myelodysplastic syndrome (MDS) is characterized by the clonal expansion of dysfunctional hematopoietic stem cells (HSCs) with molecular and/or cytogenetic abnormalities, leading to impaired myeloid and erythroid differentiation, which results in multilineage cytopenias. Patients with MDS often suffer from transfusion dependence, an increased risk of infection and bleeding, and variable progression to acute myeloid leukemia (AML), all of which are associated with substantial mortality (*1*). While the cytogenetic and molecular events in MDS are well delineated, the mechanisms that promote the initiation of dysplasia in HSCs and lead to impaired myeloid and erythroid differentiation are still poorly understood.

Many growth factors, cytokines, and chemokines that contribute to maintaining the intricate balance between self-renewal and differentiation in HSCs signal through the phosphatidylinositol 3-kinase (PI3K)/protein kinase B (AKT) pathway. Class PI3Ks are heterodimeric lipid kinases, and in mammals, all three class IA p110 catalytic isoforms (P110α, P110β, and P110δ), encoded by *PIK3CA, PIK3CB*, and *PIK3CD*, respectively, bind to the same regulatory subunits and can functionally compensate for one another (*2*). The class I PI3Ks produce the lipid second messenger phosphatidylinositol (3,4,5)-trisphosphate (PIP_3_), which aids in recruitment of the serine/threonine (Ser/Thr) kinase AKT from the cytosol to the plasma membrane, where it becomes activated, leading to activation of its downstream effectors, such as the mechanistic target of rapamycin (MTOR) and its substrates S6 kinase and eukaryotic translation initiation factor 4E-binding protein 1 (4EBP1) (*3*). To limit AKT activation, PIP_3_ production can be antagonized by three phosphatases: phosphatase and tensin homolog (PTEN), Src homology 2 (SH2) domain containing inositol polyphosphate 5-phosphatase 1 (SHIP1), and inositol polyphosphate 4-phosphatase type II (INPP4B) (*2*, *4*). Hyperactivation of PI3K/AKT in mouse hematopoietic cells, either directly via AKT activation or indirectly via PTEN deficiency, is deleterious for normal HSC function, causing increased cycling, with consequent depletion of the stem cell pool (*5*–*9*).

Pathologic phosphorylation of AKT has been reported in up to 80% of AML cases (*10*). However, AKT activation is much less frequently observed in patients with MDS and seen in only 5% of high-risk MDS cases as reported by Nyåkern *et al.* (*11*). One RNA sequencing study in MDS patient CD34 cells compared to healthy donor CD34 cells revealed down-regulation of a PI3K signaling expression signature and up-regulation of a PTEN signature (*12*). Given the importance of the PI3K/AKT pathway in HSC homeostasis and the unclear role of this pathway in MDS, we sought to investigate the roles of the PI3K/AKT pathway in MDS initiation and progression.

In a larger MDS RNA sequencing dataset (*13*), we observed an increase in the expression of multiple phosphatases, including *PTEN, INPP4B*, and *SHIP1*, in MDS patient CD34^+^ cells, compared to healthy CD34^+^ cells, which would be predicted to decrease PI3K/AKT signaling in MDS stem cells. Therefore, to determine whether PI3K deficiency could alter HSC differentiation, we generated triple knockout (TKO) mice with deletion of all three class IA PI3Ks: P110α, P110β, and P110δ in hematopoietic cells. We previously demonstrated that, in HSCs, individual PI3K isoforms are dispensable for steady-state hematopoiesis but that P110α and P110δ play redundant roles during the HSC stress response (*14*–*16*). In our TKO model, we found that deletion of all three PI3K isoforms generated a phenotype resembling MDS, characterized by HSC expansion, impaired differentiation, multilineage dysplasia, and genomic instability. We found that one key mechanism responsible for this HSC differentiation defect is impaired autophagic degradation in TKO HSCs. We observed a similar autophagic degradation defect in patient MDS stem cells. Furthermore, we found that HSC differentiation can be improved in TKO mice through pharmacologic induction of autophagy. Therefore, we uncovered an essential role for class IA PI3K in HSC differentiation and in the regulation of autophagy in HSCs.

## RESULTS

Several studies have suggested that PI3K/AKT signaling is down-regulated in MDS patient samples (*11*, *12*). We examined the expression of PI3K pathway genes in the largest previously published expression dataset GSE19429 from MDS patient CD34^+^ cells relative to healthy CD34^+^ cells (*13*). We did observe significant decreases in *PIK3CA* expression with two of three probes and a trend toward decreased *PIK3CD* expression with one of two probes, but *PIK3CB* expression appeared unchanged (fig. S1, A to C). In addition, we observed a significant increase in the expression of the phosphatases *PTEN*, *INPP4B*, and *SHIP1* in MDS CD34^+^ cells compared to healthy CD34^+^ cells, particularly in the refractory anemia (RA) with excess blasts (RAEB) subset of high-risk MDS cases (Fig. 1A). Because up-regulation of each of these phosphatases can negatively regulate PI3K/AKT signaling, this would be predicted to result in decreased PI3K/AKT signaling in MDS stem cells. In addition, to better understand the possible correlation between *PTEN*, *INPP4B*, and *SHIP1* expression in MDS patient CD34^+^ cells, we performed Spearman rank correlation analysis, comparing all of the probes associated with *PTEN*, *INPP4B*, and *INPP5D* (*SHIP1*) in the MDS microarray dataset GSE 19429. Assessment of the expression levels of these phosphatases in all 183 patients with MDS, or in the 135 RA and RAEB patient subset, revealed a trend toward anticorrelation between the expression of *PTEN* and *INPP5D* (*SHIP1*), while *PTEN* and *INPP4B* expression appear to be positively correlated (fig. S1). This suggests that the PI3K pathway may be inactivated via up-regulation of different phosphatases in an even larger subset of patients with MDS. These data led us to hypothesize that PI3K/AKT inactivation could lead to impaired HSC function and promote MDS initiation.

**Fig. 1.**
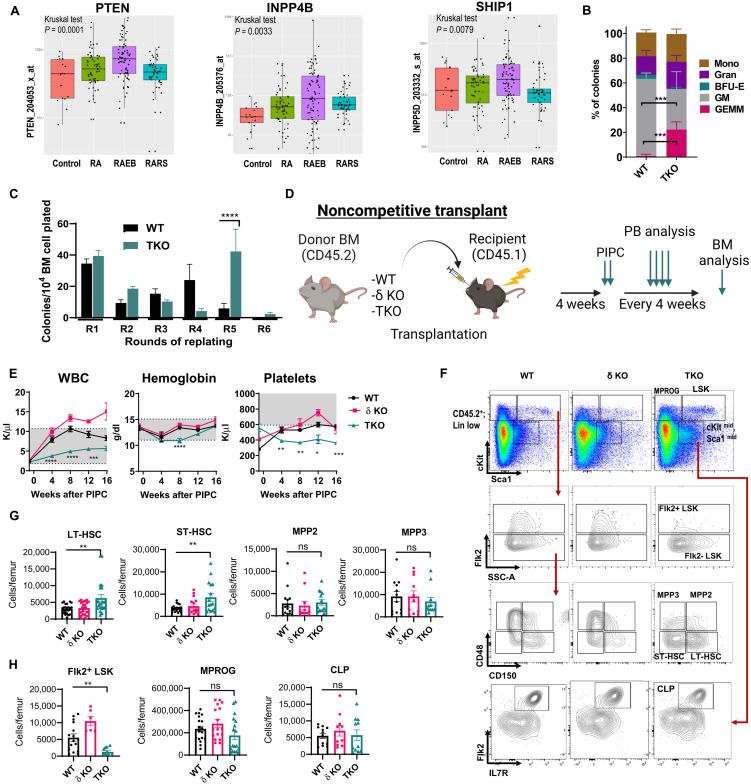
Class IA PI3K deletion leads to cell-autonomous pancytopenia and abnormal self-renewal. (**A**) Analysis of *PTEN*, *INPP4B*, and *SHIP1* expression in the MDS gene set GSE 19429 classified by French-American-British (FAB) subtype versus control healthy CD34^+^ cells. RARS, refractory anemia with ringed sideroblasts. (**B**) Relative frequencies of BM colonies plated in methylcellulose supplemented with myeloid growth factors (*N*_WT_ = 4, *N*_δKO_ = 4, and *N*_TKO_ = 4). BFU-E, burst-forming units-erythroid; GM, granulocyte-macrophage. (**C**) Quantitative analysis of WT and TKO BM serial replating assay round 1 through round 6 (R1 to R6) in methylcellulose (*N*_WT_ = 12 and *N*_TKO_ = 10). (**D**) Experimental design of noncompetitive BM transplantation (BMT; created with Biorender.com). (**E**) Longitudinal analysis of blood counts from WT, δ KO, and TKO BM recipients (*N*_WT_ = 7, *N*_δKO_ = 9, and *N*_TKO_ = 9). WBC, white blood cells. (**F**) Representative flow cytometry plots gated on the CD45.2^+^ lineage-low population from WT, δ KO, and TKO BM at 8 weeks after polyI-polyC (PIPC) from noncompetitive BM transplant mice. (**G** and **H**) Absolute numbers of donor-derived CD45.2^+^ cells per femur of (G) LT-HSCs, ST-HSCs, MPPs (MPP2 and MPP3), (H) Flk2^+^ LSK, myeloid progenitors (MPROG), and common lymphoid progenitors (CLP). Representative graphs from each experiment are shown. Each experiment was performed at least three times. WT;Mx1-Cre (WT) and p110δ KO (δ KO) mice were used as controls for TKO;Mx1-Cre mice (TKO). Immunophenotypic populations were defined as follows: LT-HSCs, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^−^CD150^+^; ST-HSCs, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^−^CD150^−^; MPP2, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^+^CD150^+^; MPP3, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^+^CD150^−^; MPROG, Lin^−^cKit^+^Sca1^−^; LSK, Lin^−^cKit^+^Sca1^+^; and CLP, Lin^−^cKit^mid^Sca1^mid^Flk2^+^IL7R^+^. Significance was determined using *t* test (B and C) or one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test (E, G, and H). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. ns, not significant.

### Genetic deletion of PI3K leads to pancytopenia and abnormal self-renewal

To determine whether PI3K inactivation can impair HSC function, we deleted all three class IA PI3K isoforms (P110α, P110β, and P110δ) in mouse hematopoietic cells. To do this, we generated conditional TKO mice: *Pik3ca^lox/lox^; Pik3cb^lox/lox^; Pik3cd^−/−^;Mx1-Cre,* with germline deletion of P110δ, and conditional deletion of P110α and P110β using the Cre-loxP system, where Cre expression is driven by the pan-hematopoietic *Mx1* promoter. After inducing excision by intraperitoneal injection with the synthetic double-stranded RNA polyI;polyC (pIpC), which activates Mx1-Cre, we harvested bone marrow (BM) cells and plated them at single-cell density in methylcellulose media with myeloid growth factors to examine their differentiation capacity. While total colony numbers were similar in all groups when compared to *WT;Mx1-Cre* (WT) controls (fig. S2A), TKO BM cells formed a higher proportion of immature granulocyte-erythroid-monocyte-megakaryocyte (GEMM) colonies, at the expense of more mature colonies (Fig. 1B). In addition, passaging the cells at the same single-cell density every 7 days showed that TKO BM cells have extended serial replating capacity for up to five passages (Fig. 1C). These data suggest that deletion of PI3K in BM cells alters their differentiation capacity and induces pathologic self-renewal. Mx1-Cre was previously shown to cause excision in nonhematopoietic tissues, such as the liver and BM stromal cells (*17*, *18*). Therefore, to avoid the potentially confounding effects of Mx1-Cre–mediated excision of PI3K isoforms in nonhematopoietic tissues and to focus on the effects of PI3K isoform deletion in hematopoietic cells over a longer observation period, we performed all remaining studies with BM transplantation (BMT) from 4- to 6-week-old donor mice.

To assess the self-renewal and differentiation properties of TKO BM cells in vivo, we performed noncompetitive BMT into lethally irradiated B6.SJL mice, followed by excision of P110α and P110β at 4 weeks after transplantation (Fig. 1D). To confirm inactivation of PI3K signaling, we measured AKT and MTOR phosphorylation in TKO hematopoietic stem and progenitor cells (HSPCs) by intracellular phospho-flow cytometry with ex vivo stem cell factor (SCF) stimulation. As expected, donor TKO HSPCs (LSK: Lin-Sca1^+^cKit^+^) had lower levels of AKT phosphorylation at Ser^473^ (fig. S2A) and of two downstream effectors of MTOR signaling, ribosomal protein S6 (Ser^235/236^) and 4EBP1 (Thr^37/46^; fig. S2, B and C). Longitudinal evaluation of the peripheral blood (PB) revealed cytopenias in TKO transplant recipients but not in control transplant recipients (WT or δKO littermate controls; Fig. 1E). Unexpectedly, BM flow cytometry analysis using previously defined markers (*19*) demonstrated an increase in the absolute number of donor-derived (CD45.2^+^) TKO long-term HSCs (LT-HSC) and short-term HSCs (ST-HSC; Fig. 1, F and G) but not of more mature populations (Fig. 1, F to H). We observed a significant decrease in the number of Flk2^+^ LSK cells, also known as lymphoid-primed multipotential progenitors (MPPs; Fig. 1, F and H) (*20*). Thus, we concluded that genetic inactivation of PI3K/AKT signaling in HSCs leads to pancytopenia and abnormal HSC expansion, similar to what is observed in patients with MDS.

To determine whether TKO BM can gain a competitive advantage over WT cells, we transplanted TKO BM cells in a 1:1 ratio with WT BM cells into lethally irradiated recipient mice, followed by pIpC treatment at 4 weeks after transplantation (Fig. 2A). TKO BM recipients exhibited a significant and persistent reduction in PB donor chimerism in both myeloid and lymphoid lineages (Fig. 2B). Notably, we again observed a significant increase in the absolute numbers of HSCs in the BM of TKO transplant recipients but not of more mature populations (Fig. 2C), with a decrease in the number of myeloid progenitors (MPROG), suggesting inefficient differentiation past the ST-HSC stage. Together, these data highlight the extensive redundancy between the class IA PI3K isoforms in HSCs, where deletion of P110α, β, and δ isoforms leads to perturbed self-renewal and decreased differentiation, resulting in ineffective hematopoiesis.

**Fig. 2.**
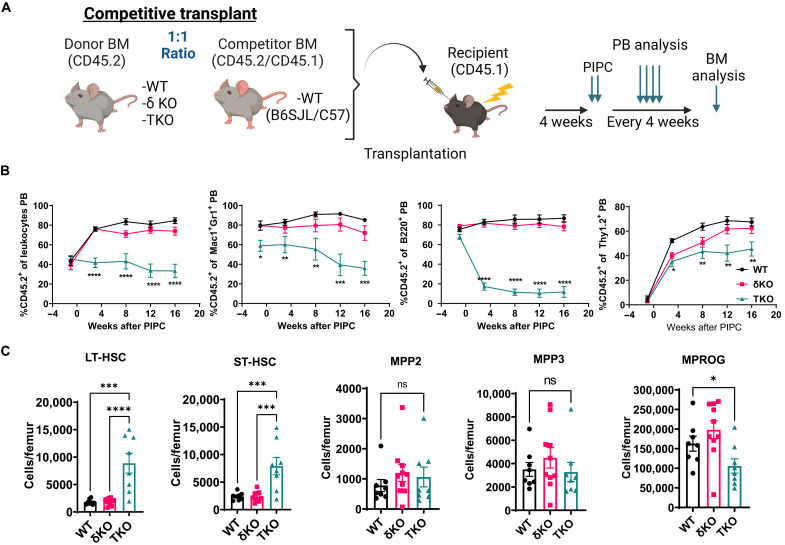
Class IA PI3K deletion leads to a competitive disadvantage in multilineage differentiation. (**A**) Experimental design of competitive BMT (created with Biorender.com). (**B**) Longitudinal analysis of total donor chimerism and myeloid and lymphoid donor chimerism in the PB (*N*_WT_ = 7, *N*_δKO_ = 9, and *N*_TKO_ = 9). (**C**) Absolute numbers of donor-derived CD45.2^+^ cells per femur at 16 weeks after PIPC of LT-HSCs, ST-HSCs, multipotent progenitors (MPP2 and MPP3), and MPROG. Representative graphs from one experiment are shown. The experiment was performed three times. WT;Mx1-Cre (WT) and p110δ KO (δKO) mice were used as controls for TKO;Mx1-Cre mice (TKO). Immunophenotypic populations were defined as follows: LT-HSCs, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^−^CD150^+^; ST-HSCs, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^−^CD150^−^; MPP2, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^+^CD150^+^; MPP3, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^+^CD150^−^; and MPROG, Lin^−^cKit^+^Sca1^−^. Significance was determined using one-way ANOVA with Tukey’s multiple comparisons test *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

### Deletion of class IA PI3K leads to dysplastic changes in the BM

After noncompetitive BMT, TKO BM recipients had a median survival of 232 days, which is significantly shorter than that of WT or δKO littermate controls (Fig. 3A). While we observed normal trilineage differentiation in the BM of WT transplant recipients (Fig. 3B), BM cytospins from TKO transplant mice revealed multiple dysplastic changes in all three lineages (Fig. 3, C to G). An independent review by a hematopathologist revealed binucleated erythroid precursors (Fig. 3C), cells with irregular nuclear budding and irregular nucleation (Fig. 3D), neutrophils with hypersegmented nuclei (Fig. 3E), and megakaryocytes with multiple separated nuclei (Fig. 3F) or with small hyposegmented nuclei (Fig. 3G). These dysplastic features are similar to those observed in patients with MDS (*21*).

**Fig. 3.**
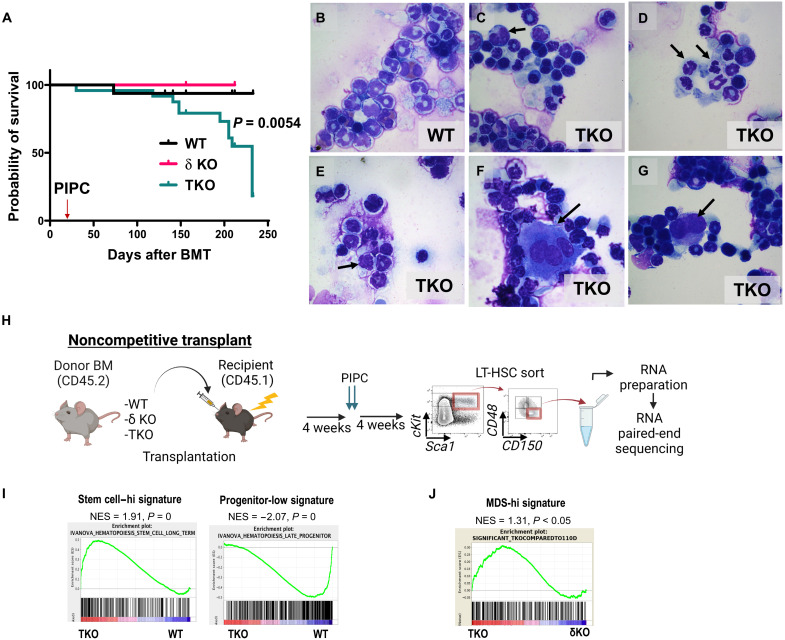
Class IA PI3K deletion in the BM leads to decreased survival, myelodysplasia, and gene expression changes associated with MDS. (**A**) Kaplan-Meier survival curve of noncompetitively transplanted animals (*N*_WT_ = 25, *N*_δKO_ = 14, and *N*_TKO_ = 27). Significance was determined using the log-rank (Mantel-Cox) test. (**B** to **G**) Photomicrographs of Wright-Giemsa–stained BM cytospins from a WT primary transplant recipient (control) and TKO primary transplant recipients at 8 weeks after transplantation (arrows point to dysplastic cells). (**H**) Experimental design for noncompetitive BMT and RNA sequencing sample preparation (created with Biorender.com). (**I**) GSEA of the TKO versus WT HSC signature with LT-HSC and progenitor signatures. NES, normalized enrichment score. (**J**) GSEA comparison between the TKO versus δKO HSC gene set and patient MDS versus healthy CD34^+^ cell signatures [GSE 19429; Pellagatti *et al.* (*13*)].

To determine the effects of PI3K isoform deletion on gene expression in HSCs, we performed bulk paired-end RNA sequencing on donor-derived TKO or control (δKO littermate or WT) sorted LT-HSCs from transplanted mice (Fig. 3H and table S1). 

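LT-HSCs were sorted 4 weeks after treatment with pIpC (2 injections of 250 μg), and according to the paper's methods bone marrow cells of the 7 recipients in each group were pooled before staining. The libraries do not look like parts of one pool, since the highest value of Xist was at least 107 times the lowest within each genotype. The sample labels list 3 libraries for each genotype, sequenced in 2 technical runs each, and the count table has 1 column per library. One δKO library carries different replicate numbers in the labels and in the count table, so it is called the unnumbered δKO library. The authors aligned the reads to the mouse mm10 genome with STAR and deposited the number of reads counted on each of 47643 genes, without normalization. Between 31300343 and 60386097 reads per library were counted on genes, with a median of 47789094 in WT, 32141683 in δKO and 38673881 in TKO. The number of genes with at least 1 count ranged from 21616 to 22446 in WT libraries, from 18180 to 22038 in δKO libraries and from 19703 to 22703 in TKO libraries. Counts were scaled to CPM, edgeR's unit of counts relative to the total of the library, with its TMM factors. Genes with few counts were removed with edgeR's filterByExpr function (count minimum 10), which left 18205 genes. The groups were compared with edgeR's quasi-likelihood test, fitted to all 9 libraries with 1 mean per genotype, and p-values were adjusted by the Benjamini-Hochberg method.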

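In TKO cells Pik3ca and Pik3cb are excised after pIpC and Pik3cd is deleted in the germline, whereas δKO cells lack Pik3cd alone. Reads were counted over whole genes, so the values show the level of each transcript and not the loss of single exons. Pik3ca (ENSMUSG00000027665.13) lies on chromosome 3 of mm10 from 32397671 to 32468486. It was measured at 57.1 ± 10.1 CPM (SD, n = 3) in WT, 59.2 ± 25.4 in δKO and 60.2 ± 7.59 in TKO. The log2 fold change of Pik3ca was 0.076 in TKO against WT (standard error 0.331) and its sign changed, to −0.017, when the number of genes detected per library was a covariate. Pik3cb (ENSMUSG00000032462.14) lies on chromosome 9 from 99036654 to 99140621. It was measured at 56.2 ± 10.1 CPM in WT, 67.7 ± 33.9 in δKO and 31.0 ± 4.77 in TKO (SD, n = 3). Its log2 fold change in TKO was −0.86 against WT (standard error 0.385, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −1.13 against δKO (standard error 0.387, adjusted p = 0.465). Against WT the adjusted p ranged from 0.0456, with DESeq2 on the groups compared (−0.85), to 1.00 over its 22 alternatives. All 3 TKO libraries had less Pik3cb than all 3 WT libraries, but δKO replicate 2, at 33.2 CPM, lay among the TKO libraries. Pik3cd (ENSMUSG00000039936.18) lies on chromosome 4 from 149649168 to 149702571. It was measured at 116 ± 20.5 CPM in WT, 66.9 ± 26.6 in δKO and 72.6 ± 1.249 in TKO (SD, n = 3). In TKO against WT it changed by −0.68 on the log2 scale (standard error 0.316, adjusted p = 1.00) and in δKO against WT by −0.80 (standard error 0.316, adjusted p = 0.699). The processing choice that moved the targeted genes most was the number of genes detected as a covariate, under which the log2 fold change of Pik3cb in δKO against WT went from 0.27 to −0.36 (adjusted p = 1.00, and from 0.366 to 1.00 over its 22 alternatives). Among the genes of the sorting markers, the log2 fold change in TKO against WT was 0.27 for Kit, 0.36 for Ly6a, −1.05 for Flt3, −0.81 for Cd48 and 1.17 for Slamf1. None of the 5 markers had an adjusted or an unadjusted p under 0.05, and the value of Flt3 went to −0.20 without WT replicate 1. With each library left out, the value ranged from 0.44 to 1.45 for Slamf1 and from 0.15 to 0.35 for Kit. It ranged from 0.15 to 0.53 for Ly6a and from −0.93 to −0.67 for Cd48.

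**Figure D1:**
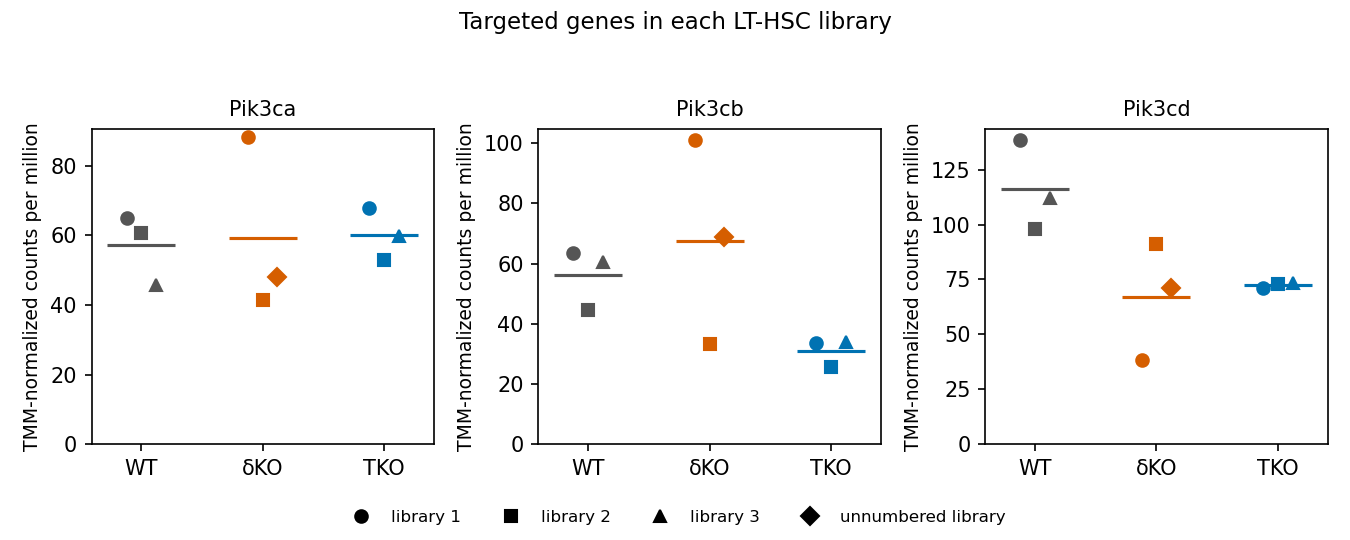
TMM-normalized CPM of Pik3ca, Pik3cb and Pik3cd in WT, δKO and TKO LT-HSCs, with 1 point per library and a line at the mean of each genotype. For Pik3cb the TKO libraries sit between 25.5 and 33.9 CPM, and for Pik3cd between 71.2 and 73.5 CPM.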

Venn diagram analysis revealed many uniquely up-regulated and down-regulated genes between TKO and δKO HSCs, in addition to the differentially expressed genes between WT HSCs and HSCs from δKO littermate controls, which do not have a dysplastic phenotype (fig. S3A) (*16*). 

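A gene was called differentially expressed when its adjusted p was under 0.05 and it changed more than 2-fold, the criteria of fig. S3A. Between TKO and WT, 1 gene was higher and 0 genes were lower in TKO, and 762 of the 18205 genes (4.19%) had an unadjusted p under 0.05. Between TKO and δKO, 0 genes were called in either direction, the smallest adjusted p was 0.465, and 1851 genes (10.2%) had an unadjusted p under 0.05. Between δKO and WT, 1 gene was higher and 0 genes were lower in δKO, and 1276 genes (7.01%) had an unadjusted p under 0.05. Genes whose 3 libraries of one genotype all lay above the 3 of the other made up 14.4%, 11.7% and 11.5% of the genes in these comparisons, where chance gives 10%. The counts moved most with DESeq2, the tool named in the methods. Its Wald test on all 9 libraries called 68 genes higher and 57 lower in TKO than in WT, 352 higher and 200 lower in TKO than in δKO, and 67 higher and 124 lower in δKO than in WT. Of these, 27 genes were higher and 20 were lower in TKO than in both other genotypes. Fitted only to the groups compared, DESeq2 called 270 genes higher and 305 lower in TKO than in WT, 189 higher and 78 lower in TKO than in δKO, and 54 higher and 140 lower in δKO than in WT. The DESeq2 fits had 121, 250 and 130 calls in common in the 3 comparisons.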

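The gene called in both comparisons with WT was Zfp990 (ENSMUSG00000078503.9), a zinc finger gene on chromosome 4 of mm10 from 145510759 to 145539188. It was measured at 0.522 ± 0.155 CPM in WT, 42.2 ± 15.7 in δKO and 44.3 ± 5.39 in TKO (SD, n = 3). Its log2 fold change was 6.40 in TKO against WT (standard error 0.492, adjusted p = 0.000518 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.33 in δKO against WT (standard error 0.491, adjusted p = 0.000564). In TKO against δKO it was 0.069 (standard error 0.385, adjusted p = 0.966), and its sign changed when some libraries were left out. Zfp990 lies among other Zfp genes, and reads that match several of them were not examined, so its level is uncertain. It also lies near Pik3cd, where 8.19% of the genes within 10 Mb, Zfp990 itself left out, separated all 6 TKO and δKO libraries from all 3 WT libraries, against 1.95% of genes elsewhere and 2.38% by chance.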

Gene set enrichment analysis (GSEA; MsigDB) (*22*) revealed that TKO LT-HSCs, compared with WT, have significant enrichment of both murine and human HSC signatures (*23*, *24*) and negative enrichment of late progenitor signatures (Fig. 3I and fig. S3B). 

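The gene sets of Fig. 3I and fig. S3B were not used here. In their place, a list of 30 HSC genes and a list of 30 progenitor and lineage genes, compiled before the data were examined, were tested with limma's camera function at its preset correlation between genes of 0.01. Benjamini-Hochberg adjustment covered the 24 tests of 8 such lists in 3 comparisons. The HSC list had a mean log2 fold change of 0.55 in TKO against WT (adjusted p = 1.0e-08), with 27 genes higher and 3 lower. Its mean centered log2 CPM was −0.25 ± 0.44 in WT, −0.058 ± 0.36 in δKO and 0.31 ± 0.13 in TKO (SD, n = 3). All 3 TKO libraries lay above all 3 WT libraries, for which the exact two-sided permutation test gives p = 0.1, the smallest that 3 libraries against 3 allow. The HSC list was also higher in δKO than in WT, by 0.39 (adjusted p = 0.00199). Its libraries overlapped there, from −0.37 to 0.34 in δKO and from −0.74 to 0.12 in WT. Of the progenitor list, 27 genes had enough counts, and their mean log2 fold change in TKO against WT was −0.95 (adjusted p = 9.4e-07), with 7 genes higher and 20 lower. Its mean centered log2 CPM was 0.71 ± 0.31 in WT, −0.12 ± 1.40 in δKO and −0.59 ± 0.88 in TKO (SD, n = 3). TKO replicate 2, at 0.41, lay above WT replicate 3, at 0.37, so the genotypes overlapped. The progenitor list moved most without TKO replicate 2, to −1.91. The adjusted p of the HSC list ranged from 1.4e-10 to 0.377 over its 21 alternatives and that of the progenitor list from 6.4e-12 to 0.398. When camera estimated the correlation between the genes of each list, the adjusted p was 0.222 for both lists. WT replicate 3 held 8716 CPM summed over 10 neutrophil genes, against 76.2 to 1714 in the other libraries.

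**Figure D2:**
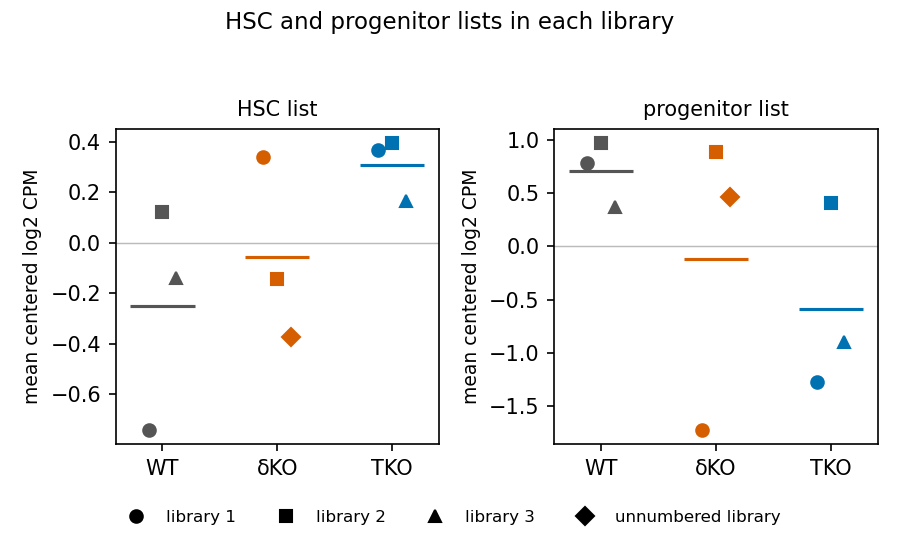
Mean centered log2 CPM of the HSC list and of the progenitor list in each WT, δKO and TKO library (points), with a line at the mean of each genotype. In the HSC list the TKO libraries sit between 0.17 and 0.39, all above the WT libraries, and in the progenitor list δKO replicate 1 has the lowest value, −1.72.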

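Among the genes of the HSC list, Fgd5 (ENSMUSG00000034037.14, chromosome 6 of mm10, 91978878 to 92076004) was measured at 21.9 ± 1.97 CPM in WT and 67.1 ± 14.7 in TKO (SD, n = 3). Its log2 fold change was 1.61 (standard error 0.402), with an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 3.1e-07 to 1.00 over its alternatives, the lowest with DESeq2 on the groups compared. The log2 fold change was 1.11 for Tie1 and 1.34 for Ctnnal1. With DESeq2 on the groups compared, the adjusted p was 0.00482 for Tie1 and 0.0431 for Ctnnal1. Neither gene had an adjusted p under 0.05 with edgeR's quasi-likelihood test. In the HSC list, 6 genes had an unadjusted p under 0.05, 2 passed Benjamini-Hochberg adjustment over the list alone and 0 passed it over all genes. In the progenitor list, the log2 fold change was −2.67 for Fcgr3 (standard error 0.813), which was measured at 35.2 ± 16.7 CPM in WT and 5.56 ± 6.01 in TKO (SD, n = 3). It was −1.03 for Csf3r and 0.85 for Car2. In this list 5 genes had an unadjusted p under 0.05 with edgeR's test, and 0 passed the adjustment over the list alone or over all genes. With DESeq2 on the groups compared, the adjusted p over all genes was 0.0117 for Fcgr3 and 0.0361 for Car2. For Csf3r the lowest adjusted p over its alternatives was 0.157.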

To determine whether TKO HSCs have similar gene expression changes to those observed in human MDS CD34^+^ cells, we compared our TKO HSC gene expression signature to the MDS expression signature GSE 19429 (*13*). 

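The expression data of the human MDS CD34+ cells were not analysed here. On the mouse side, TKO against δKO, 838 genes were higher and 1013 were lower in TKO with an unadjusted p under 0.05. Of these, 773 of the higher and 696 of the lower genes changed more than 2-fold. Genes whose TKO and δKO libraries did not overlap were more often higher (1271) than lower (863) in TKO. The Pearson correlation of log2 CPM between libraries of one genotype was 0.802 to 0.863 in δKO, 0.856 to 0.906 in TKO and 0.905 to 0.912 in WT, so the δKO libraries differed most from each other. Lists of genes compiled before the data were examined gave the direction of some pathways in this comparison. A list of 36 cell cycle genes had a mean log2 fold change of −0.68 in TKO against δKO, with 2 genes higher and 34 lower (adjusted p = 1.3e-12 from limma's camera, and from 3.3e-19 to 0.222 over its alternatives). Its mean log2 fold change against WT was −0.49 (adjusted p = 4.0e-10). A list of 35 interferon response genes had a mean log2 fold change of 0.47, with 22 genes higher and 13 lower (adjusted p = 0.00619, and from 6.8e-06 to 0.463 over its alternatives). A list of 30 mTORC1 target genes had a mean log2 fold change of −0.23, with 13 genes higher and 17 lower (adjusted p = 0.0302, and from 0.0126 to 0.222). The mean log2 fold change in TKO against δKO was −0.73 for the progenitor list (adjusted p = 0.0123) and 0.16 for the HSC list (adjusted p = 0.132). The cell cycle gene Plk1 (ENSMUSG00000030867.7, chromosome 7 of mm10, 122159439 to 122169873) was measured at 122 ± 35.6 CPM in δKO and 34.6 ± 2.29 in TKO (SD, n = 3). Its log2 fold change was −1.82 (standard error 0.316, adjusted p = 0.465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 on all 9 libraries gave −1.84 (adjusted p = 8.1e-05, the lowest of its alternatives, of which the highest was 0.946). The log2 fold change was −1.297 for Cenpe, −1.43 for Ccnb1, 1.80 for Gbp2, 1.34 for Gbp3 and 1.49 for Igtp. Each of these 5 genes had an adjusted p under 0.05 with DESeq2 on all 9 libraries and none had one with edgeR's quasi-likelihood test.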

GSEA revealed enrichment of this MDS signature in our TKO HSC versus δKO HSC dataset (Fig. 3J).

To test whether the myelodysplastic changes in TKO transplant recipients can progress to more aggressive disease, we performed serial transplantation of TKO BM. We observed that, compared with WT control transplant recipients, TKO secondary transplant recipients had significantly shortened survival (Fig. 4A). Because MDS is often associated with cytogenetic abnormalities, we hypothesized that genomic instability could contribute to disease progression in our TKO BM transplant model. Spectral karyotyping (SKY) analysis on c-Kit^+^ BM cells from TKO secondary transplant recipients revealed multiple cytogenetic abnormalities, including translocations, monosomies, or trisomies (Fig. 4B). None of these changes were observed in WT secondary transplant control cells (Fig. 4B). Most secondary TKO transplant recipients also had dysplastic changes in the BM, with expansion of Mac1^+^Gr1^+^B220^−^cKit^+^ myeloid cells in the BM and spleen and extramedullary hematopoiesis in the spleen (Fig. 4, C and D). A minority (10%) of secondary TKO transplant recipients developed more aggressive disease resembling AML, with complete distortion of the spleen architecture and an accumulation of myeloblasts in the BM, spleen, and liver, which could also be observed with tertiary transplantation (Fig. 4, E and F, and fig. S4, A and B). Therefore, deletion of class IA PI3K isoforms causes a transplantable MDS-like phenotype, which can progress to AML. Together, these data reveal that our TKO model recapitulates several features of human MDS: impaired HSC differentiation, cytopenias, multilineage dysplasia, chromosomal abnormalities, and progression to AML in a subset of cases.

**Fig. 4.**
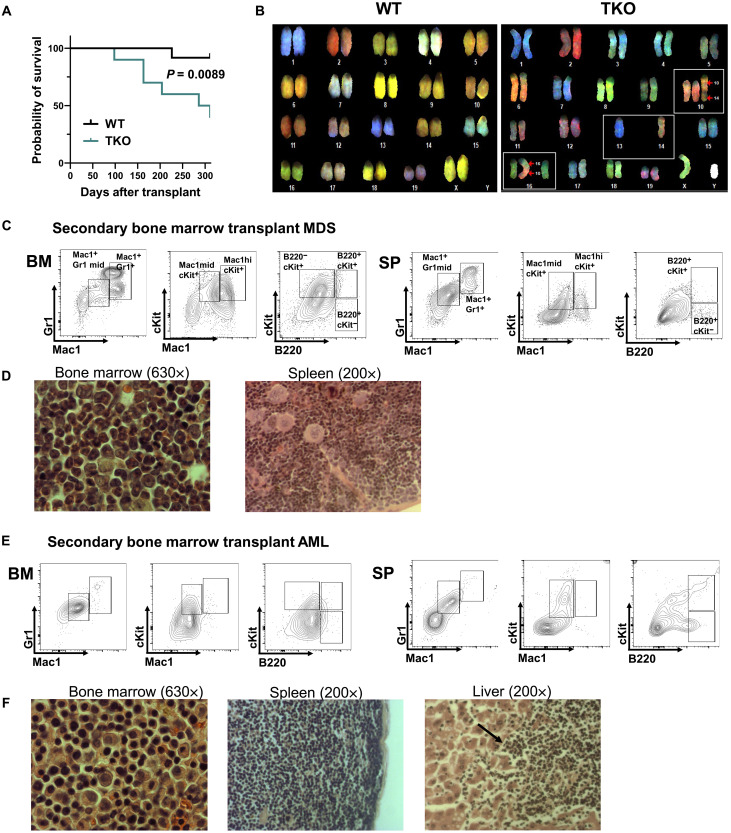
Serial transplantation of TKO BM cells promotes cytogenetic changes and progression to AML. (**A**) Kaplan-Meier survival curve of secondary BM transplant recipients. Significance was determined by the log-rank (Mantel-Cox) test (*N*_WT_ = 12 and *N*_TKO_ = 10). (**B**) Representative images of SKY chromosomal painting of donor-derived cKit^+^ WT or TKO cells from secondary transplant recipient mice. White boxes outline chromosomal abnormalities. *N* = 3 animals per genotype, with total cells analyzed per genotype: *N*_WT_ = 30 and *N*_TKO_ = 46. (**C**) Representative flow cytometry plots of BM and spleen (SP) and (**D**) photomicrographs of hematoxylin and eosin (H&E)–stained BM and spleen sections of a TKO secondary transplant recipient with MDS and extramedullary hematopoiesis. (**E**) Representative flow cytometry plots of BM and spleen (SP) and (**F**) photomicrographs of H&E-stained sections of the BM, spleen, and liver of a TKO secondary transplant recipient with AML.

### Autophagy is dysregulated in TKO HSCs

To determine the mechanism for HSC expansion and impaired differentiation in TKO mice, we examined apoptosis and cell cycle progression by flow cytometry. Notably, the frequency of apoptotic cells (annexin V^+^PI^−^) was comparable between control and TKO cells (fig. S5A). In addition, there was no difference in the cell cycle profile between transplanted WT, δ KO, and TKO HSCs by flow cytometry for Hoechst 33342/Ki67 (fig. S5B).

Macroautophagy (henceforth referred to as autophagy) is a cellular recycling mechanism in which double-membraned vesicles, called autophagosomes, enclose intracellular material and fuse with lysosomes to degrade the engulfed cellular components (*25*). Autophagy plays an important role in the maintenance of quiescence and stemness in HSCs (*26*–*28*), and the PI3K pathway is a major conserved sensor for autophagy regulation. The PI3K/AKT downstream target MTOR has an inhibitory effect on autophagy, as its activation results in reduced autophagosome formation. Therefore, we hypothesized that dysregulated autophagy could lead to impaired HSC differentiation in TKO mice.

Consistent with this hypothesis, further analysis of our RNA sequencing data revealed negative enrichment of an autophagy gene signature in TKO HSCs and down-regulation of multiple genes in the autophagy pathway and network (fig. S5, C and D). 

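The MSigDB autophagy gene set of fig. S5C was not used here. Lists compiled before the data were examined were tested between TKO and δKO with limma's camera, and upper-quartile scaling in place of TMM shifted the median log2 fold change of all genes by 0.14 in this comparison and by −0.15 in δKO against WT. The 18 Atg genes of fig. S5D had a mean log2 fold change of −0.26 (adjusted p = 0.218), with 6 genes higher and 12 lower in TKO. A wider list of autophagy genes, of which 35 had enough counts, had a mean log2 fold change of 0.060 (adjusted p = 0.681), with 21 genes higher and 14 lower, and its sign changed without δKO replicate 2 (−0.033). Its mean centered log2 CPM was −0.13 ± 0.042 in δKO and 0.12 ± 0.046 in TKO (SD, n = 3), with all 3 TKO libraries above all 3 δKO libraries (exact two-sided permutation p = 0.1, the smallest this design allows). A list of 52 lysosome genes had a mean log2 fold change of −0.22 (adjusted p = 0.0302), with 15 genes higher and 37 lower. The lysosome list depended on the processing, with values from −0.42 to 0.093 and adjusted p from 0.000125 to 0.942 over its 21 alternatives. With the upper-quartile factors its value was −0.092 (adjusted p = 0.0634). Its mean centered log2 CPM was −0.031 ± 0.29 in δKO and −0.095 ± 0.30 in TKO (SD, n = 3), a difference smaller than the spread between replicates. Ctsc had the smallest unadjusted p of this list (0.00353), with a log2 fold change of −1.39 (standard error 0.382, adjusted p = 0.465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 on all 9 libraries gave −1.42 (adjusted p = 0.0345, the lowest of its alternatives, of which the highest was 0.946).

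**Figure D3:**
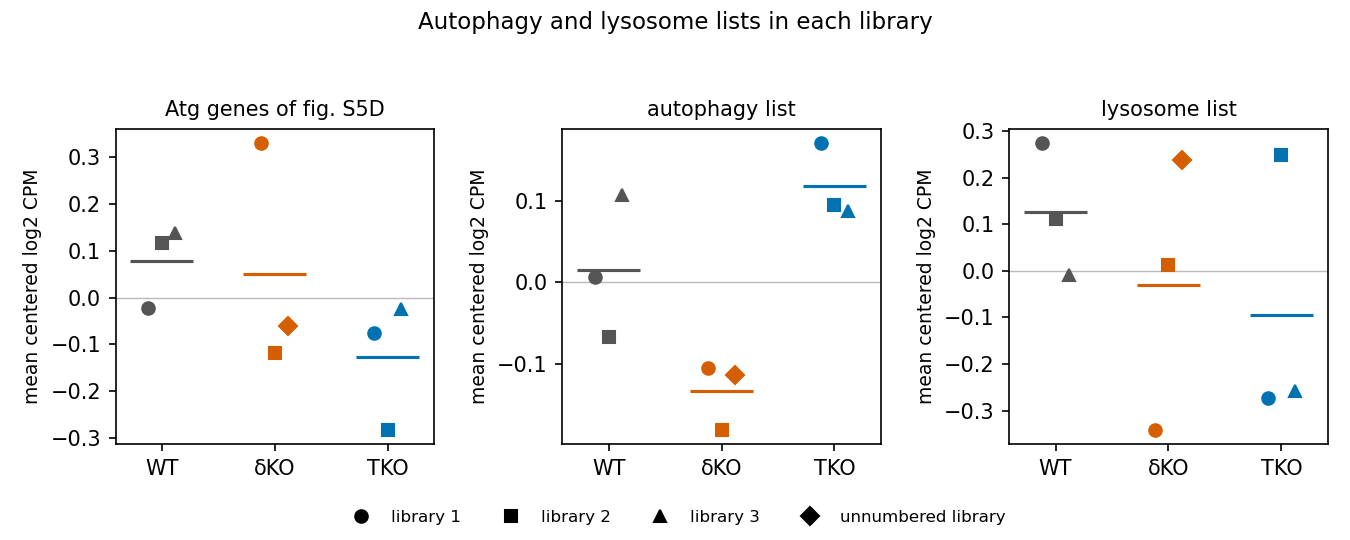
Mean centered log2 CPM of the Atg genes of fig. S5D, of the wider autophagy list and of the lysosome list in each WT, δKO and TKO library (points), with a line at the mean of each genotype. In the wider autophagy list the TKO libraries sit between 0.088 and 0.17 and the δKO libraries between −0.18 and −0.11, and in the lysosome list the genotypes overlap.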

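Of the individual genes, Atg12 (ENSMUSG00000032905.4, chromosome 18 of mm10, 46730144 to 46741580) was measured at 24.8 ± 2.57 CPM in WT, 21.4 ± 2.90 in δKO and 10.6 ± 2.06 in TKO (SD, n = 3). In TKO against δKO it changed by −1.02 on the log2 scale (standard error 0.399, adjusted p = 0.465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was the only Atg gene of fig. S5D with an unadjusted p under 0.05. With DESeq2 on all 9 libraries it was called, at −1.03 (adjusted p = 0.00994, the lowest of its alternatives, of which the highest was 0.946). Atg3, Atg5, Atg12, Atg13 and Atg16l2 kept the sign of their change under every alternative run, whereas the other Atg genes of the figure changed sign under at least 1. The 14 autophagy-related genes of that panel were all lower in TKO than in δKO, with a mean log2 fold change of −1.13. They ranged from −1.88 for Sumf1 to −0.59 for Lamp1, and none changed sign under an alternative. Sumf1 (ENSMUSG00000030101.15, chromosome 6, 108107028 to 108185582) was measured at 49.7 ± 39.0 CPM in δKO and 13.5 ± 3.83 in TKO (SD, n = 3). Its standard error was 0.561, and its value went to −0.84 under limma's voom with sample quality weights, an alternative chosen after seeing the data. The log2 fold change was −1.74 for Atp6v0a1, −1.38 for Hgs, −1.23 for Nagpa and −0.74 for Ctsb. All 14 genes had an unadjusted p under 0.05 and passed Benjamini-Hochberg adjustment over the list alone, but 0 passed it over all genes. The legend of the panel mentions manual curation without its criteria and leaves open whether this covers the 14 genes. If these values played a part in the choice of the 14 genes, the adjustment over the list alone shows no stability. DESeq2 on all 9 libraries called 4 of them, namely Sumf1, Igf2r, Hgs and Nagpa, and fitted only to TKO and δKO it called 0. The same 14 genes had a mean log2 fold change of −0.69 in TKO against WT and of 0.44 in δKO against WT. Sqstm1, which encodes p62, had a log2 fold change of −0.80 in TKO against δKO (standard error 0.507, adjusted p = 0.599), which changed sign, to 0.17, without δKO replicate 1. Map1lc3b, which encodes LC3B, had one of 0.24 (standard error 0.243, adjusted p = 0.755). The paper had hypothesized beforehand that dysregulated autophagy could impair HSC differentiation in TKO mice. It sets the enrichment result and the lower expression of these genes beside that hypothesis, and went on to measure LC3 and p62 protein.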

We measured the levels of autophagy by intracellular flow cytometry using the autophagosomal marker microtubule-associated protein 1A/1B light chain 3B (LC3) protein (*29*) and the cargo protein marker p62 [also known as sequestosome 1 (SQSTM1)] (*30*), together with our cell surface panel for HSCs and progenitors. We found that, upon serum and cytokine starvation, LC3 staining was significantly decreased in TKO HSCs but not in MPROGs (Fig. 5A), suggesting an HSC-specific decrease in autophagy.

**Fig. 5.**
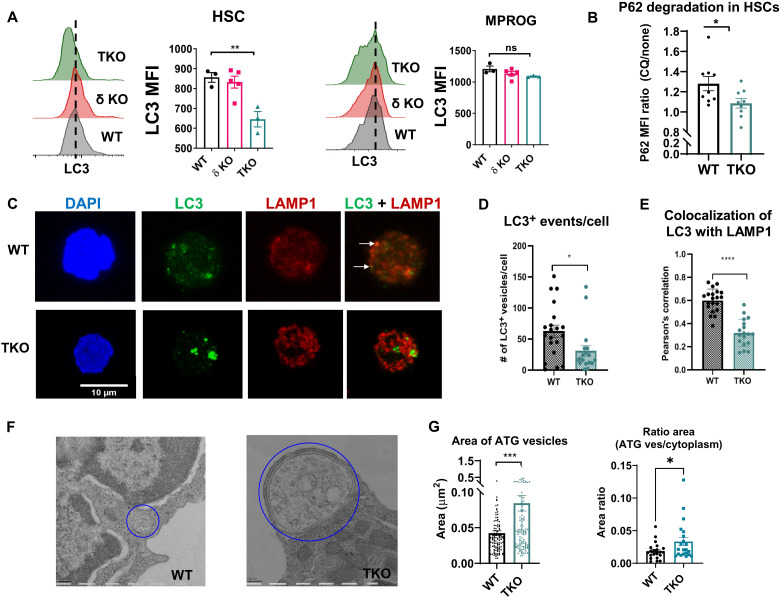
Loss of class IA PI3K leads to decreased autophagy in HSCs. (**A**) Representative LC3 flow cytometry analysis histograms and quantification of median fluorescent intensity (MFI) of LC3 in WT, δKO littermate control, and TKO HSCs and MPROG after serum and cytokine starvation (*N*_WT_ = 3, *N*_δKO_ = 5, and *N*_TKO_ = 3). (**B**) Quantification of P62 degradation in serum- and cytokine-starved WT and TKO HSCs with and without chloroquine (CQ) treatment, calculated as the ratio of P62 MFI treated with CQ/P62 MFI without CQ treatment (*N*_WT_ = 9 and *N*_TKO_ = 9). (**C**) Representative confocal images of sorted LT-HSCs stained with 4′,6-diamidino-2-phenylindole (DAPI; blue), anti-LC3 antibody (green), and anti-LAMP1 antibody (red). Colocalization of LC3 with LAMP1 appears yellow (see arrows). (**D**) Quantification of LC3^+^ events per cell and (**E**) colocalization events of LC3 with LAMP1 assessed by Pearson’s correlation (*N* = 20 cells per genotype from three independent samples). (**F**) Representative EM images of autophagic vesicles in sorted WT and TKO HSCs (*N* = 20 cells per genotype). (**G**) Quantification of the average area of autophagic vesicles (*N*_WT_ = 117 and *N*_TKO_ = 141) in WT versus TKO HSCs and of the average ratio of autophagic vesicles to cytoplasm per cell in WT and TKO HSCs (*N*_WT_ = 23 and *N*_TKO_ = 25). (A to H) Immunophenotypic populations were defined as follows: HSCs, Lin^−^cKit^+^Sca1^+^Flk2^−^CD48^−^; LT-HSC, Lin^−^Sca1^+^cKit^+^Flk2^−^CD48^−^CD150^+^; MPROG, Lin^−^cKit^+^Sca1^−^; and LSK, Lin^−^cKit^+^Sca1^+^. Significance was determined using one-way ANOVA with Tukey’s multiple comparisons test (A) or *t* test (B, D, and F) *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. Representative data from individual experiments are shown. Each experiment was performed at least three times.

We hypothesized that the decrease in LC3 is due to a decrease in autophagic flux, with formation of fewer autophagosomes and less efficient cargo degradation. To examine autophagic flux in TKO cells, we assessed the degradation efficiency of the autophagy cargo protein P62 in starved cells with or without chloroquine, which blocks autophagosomal degradation by lysosomes. Compared with WT HSCs, TKO HSCs have an increase in steady-state levels of P62 and reduced degradation through autophagy, as demonstrated by the lower fold increase in P62 cellular content upon chloroquine treatment in these cells (Fig. 5B and fig. S5E). Therefore, our data reveal that loss of class IA PI3K in HSCs leads to reduced autophagic flux and defective cargo degradation.

To further understand the autophagy impairment in TKO HSCs and to assess the formation and degradation of autophagic vesicles, we performed immunostaining for LC3 in sorted serum-starved HSCs and analyzed it by confocal microscopy. Consistent with our LC3 flow cytometry findings, the confocal images showed that TKO LT-HSCs are able to induce autophagy and form autophagosomes, although we observed a decreased number of LC3^+^ events per cell, suggesting a decrease in the number of autophagic vesicles formed (Fig. 5, C and D). To examine the fusion of autophagosomes with lysosomes in the cell, we analyzed colocalization of LC3 with the endolysosomal marker lysosomal associated membrane protein 1 (LAMP1) (*31*, *32*), where colocalization events appear yellow (Fig. 5C). In TKO LT-HSCs compared with WT LT-HSCs, we observed significantly fewer colocalization events of LC3 with LAMP1 by Pearson’s correlation (Fig. 5E). This suggests that there is reduced induction of autophagy in TKO HSCs, along with fewer fusion events between autophagosomes and lysosomes. In further support of reduced clearance of autophagosomes by lysosomes in TKO HSCs, LC3^+^ autophagic vesicles appeared larger and brighter (Fig. 5C). Analysis of TKO and WT sorted HSCs by transmission electron microscopy confirmed that TKO autophagosomes are significantly larger than WT autophagosomes and occupy a significantly larger cytoplasmic area (Fig. 5, F and G). We noticed that the few autolysosomes (autophagosomes fused with lysosomes) that were detected in TKO cells were also larger and in a more immature state than those observed in WT cells, as they still contain partially degraded content (fig. S5F). Together, these findings demonstrate both inefficient autophagosome/lysosome fusion and decreased lysosomal degradation of autophagic cargo in TKO HSCs.

To determine whether the differentiation and self-renewal of TKO HSCs can be normalized by improving autophagic degradation, we treated TKO BM with two known autophagy-inducing drugs, rapamycin or metformin (*33*). Treatment of TKO BM cells with rapamycin ex vivo increased the levels of LC3 in both WT and TKO HSCs, supporting that induction of autophagy in TKO HSCs can be restored through this intervention (Fig. 6A). Notably, we found that treatment of TKO BM cells with either rapamycin or metformin in methylcellulose media led to a significant reduction in the frequency of immature GEMM colonies (Fig. 6B). To determine whether pharmacologic induction of autophagy could suppress pathologic HSC expansion and improve differentiation in vivo, we performed noncompetitive transplantation of TKO BM into lethally irradiated B6.SJL recipients and then treated transplanted mice with metformin or rapamycin in drinking water for 8 or 16 weeks, starting at 1 week after pIpC treatment, with plain water as a control (Fig. 6C). Both rapamycin and metformin were able to improve the differentiation of TKO HSCs at 8 weeks of drug treatment, as evidenced by a trend toward decrease in donor-derived LT-HSCs and ST-HSCs in TKO BM and significant recovery of the donor-derived Flk2^+^ LSK population (Fig. 6, D to F), which remained consistent at 16 weeks of treatment (fig. S6A). However, rapamycin or metformin treatment did not significantly affect LT- and ST-HSC populations in WT transplant recipients at the 8- or 16-week time points (fig. S6B). In addition, examination of BM cytospins from TKO mice after 8 weeks of drug administration revealed an improvement in myeloid differentiation with rapamycin or metformin treatment (fig. S6C). Consistent with the improvement in HSC differentiation with drug treatment, we also observed that metformin transiently improved platelet counts in TKO transplant mice (fig. S6D). As expected, 8 weeks of rapamycin or metformin treatment decreased P62 accumulation in WT BM and led to a significant decrease of P62 levels in the Flk2^+^ LSK population in TKO BM cells (fig. S6, E and F). We also observed a compensatory increase in phosphorylated extracellular signal–regulated kinase (pErk) in TKO HSCs at baseline and in the presence of rapamycin or metformin (fig. S6G), which could lead to residual MTORC1 signaling due to compensatory MTORC1 activation by pErk via tuberous sclerosis complex 2 inhibition (*34*).

**Fig. 6.**
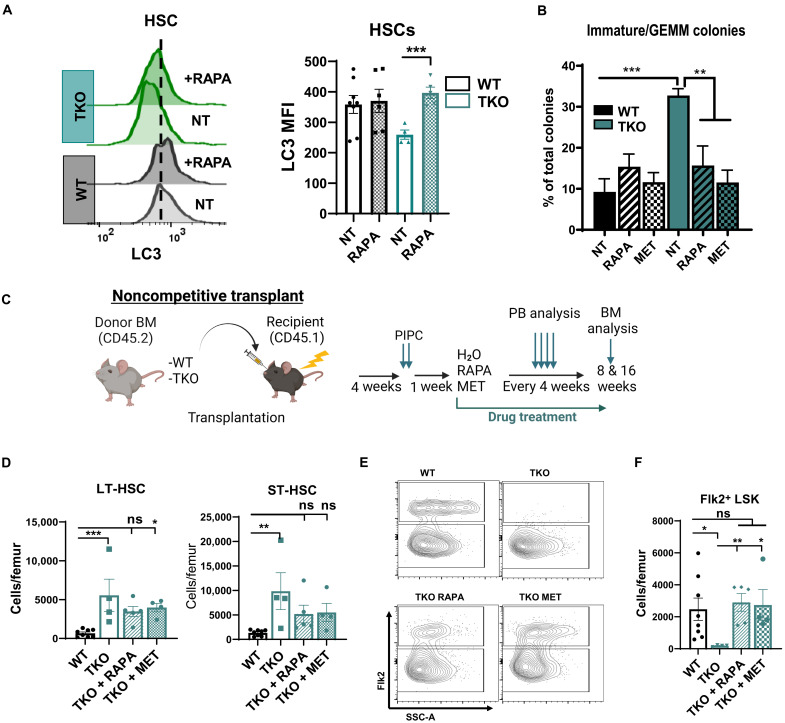
Pharmacologic up-regulation of autophagy in TKO HSCs improves differentiation and suppresses pathologic self-renewal. (**A**) Representative LC3II flow cytometry histograms and LC3II MFI quantification of WT and TKO HSCs on the right. After starvation, cells were either not treated (NT, PBS only) or treated with rapamycin (RAPA). (**B**) Quantification of GEMM colonies formed by WT and TKO BM cells in methylcellulose upon rapamycin (RAPA; 20 ng/ml) or metformin (MET; 50 mM) treatment (*N* = 4 per group). NT, no drug treatment (PBS only). (**C**) Experimental design of noncompetitive BMT with in vivo treatment with RAPA or MET (created with Biorender.com). At each time point, at least five animals per treatment group were analyzed. (**D**) Absolute numbers of donor-derived WT (*N* = 8) or TKO (*N* = 5 per group) LT-HSC and ST-HSC after 8 weeks of treatment. (**E**) Representative flow cytometry plots and (**F**) quantification of the number of donor-derived FLK2^+^ LSK cells in the BM after 8 weeks of in vivo treatment with rapamycin (RAPA; 15 mg/ml) or metformin (MET; 5 mg/ml). (A and D to F) Immunophenotypic populations were defined as follows: Flk2^+^LSK, Lin^−^Sca1^+^cKit^+^Flk2^+^; HSCs, Lin^−^Sca1^+^cKit^+^Flk2^−^CD48^−^; ST-HSCs, Lin^−^Sca1^+^cKit^+^Flk2^−^CD48^−^CD150^−^; and LT-HSCs, Lin^−^Sca1^+^cKit^+^Flk2^−^CD48^−^CD150^+^. Significance was determined using *t* test (D and F) or one-way ANOVA with Tukey’s multiple comparisons test (B). *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001.

### Human MDS stem cells have abnormal autophagic degradation

Given the autophagy defects that we observed in HSCs in our PI3K TKO mouse model, we hypothesized that autophagic degradation is also impaired in human MDS stem cells. To examine autophagy in MDS stem cells, we used our LC3 and p62 intracellular flow cytometry assay and adapted it with cell surface markers to identify human HSCs and progenitors. In the Lin^−^CD34^+^CD38^−^CD123^−^CD45Ra^−^ population, which is enriched for HSCs in both healthy BM and pre-MDS stem cells (*35*), we observed a significant increase in LC3 and P62 in pre-MDS stem cells, suggesting that these cells have perturbed autophagy and autophagosomal cargo accumulation (Fig. 7, A to C). Unexpectedly, we observed this pattern across multiple molecular and cytogenetic subtypes of MDS (table S2). Analysis of the Lin^+^CD33^+^ population, which contains MPROGs in control samples or blasts in MDS samples, showed no significant differences in the levels of LC3 and P62, suggesting highly variable levels of autophagy in more mature populations (fig. S7).

**Fig. 7.**
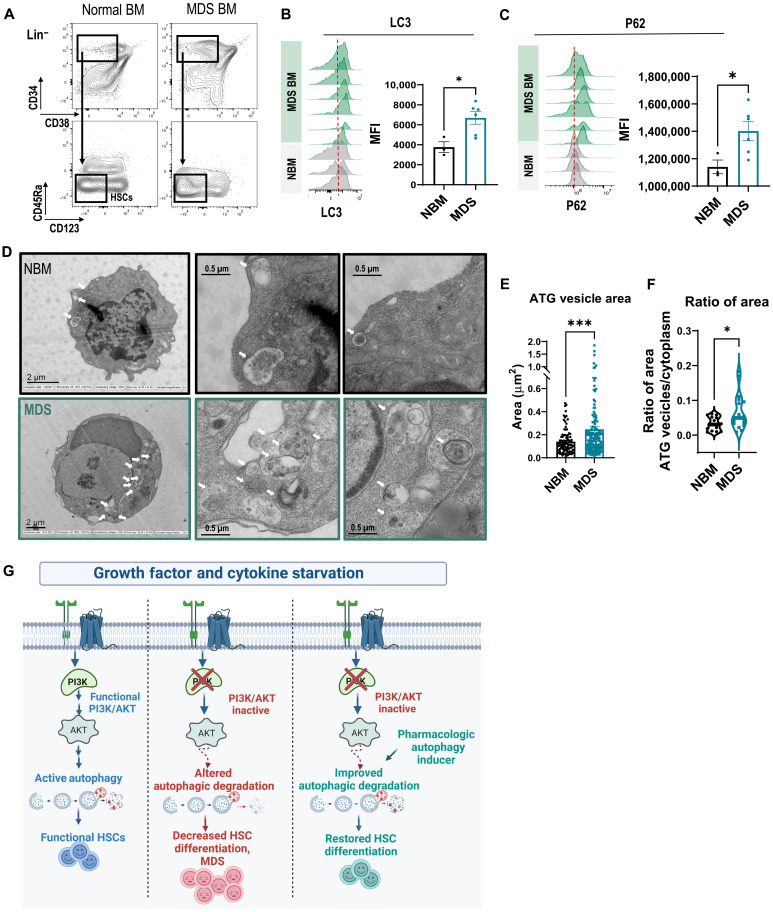
Human MDS stem cells have abnormal autophagic degradation. (**A**) Representative patient sample flow cytometry plots gated on Lin^−^ normal BM (NBM) and MDS BM. (**B** and **C**) Representative flow cytometry histograms and quantification of the MFI of (B) LC3 and (C) P62 (*N*_NBM_ = 3 and *N*_MDS_ = 6) in patient samples gated on the CD45Ra^−^CD123^−^ HSC population. (A to C) The experiment was performed three times with a total of NBM equal to 9 samples and 11 different MDS BM samples. (**D**) Representative electron microscopy images of autophagic vesicles from sorted CD34^+^ cells of NBM and MDS patient samples. (**E** and **F**) Quantification of the (E) area of autophagic vesicles (*N*_NBM_ = 92 and N_MDS_ = 143) and (F) ratio of total area of autophagic vesicles to area of the cytoplasm per cell in NBM versus MDS CD34^+^ cells (*N*_NBM_ = 15 and *N*_MDS_ = 18). (D to F) Analyzed images are from three different BM controls and three different patients with MDS. Significance was determined using Welsh’s *t* test *P ≤ 0.05 and ***P ≤ 0.001. (**G**) Current model: Under low cytokine and serum conditions, a functional PI3K/AKT pathway maintains autophagic degradation and supports functional HSCs. Inactivation of PI3K compromises autophagic degradation, leading to decreased HSC differentiation and MDS initiation. However, pharmacologic autophagy induction can bypass compromised PI3K/AKT activity, improving autophagic degradation and restoring HSC differentiation (image created with Biorender.com).

To visualize autophagic degradation in patient MDS cells, we performed transmission electron microscopy on sorted human CD34^+^ cells from healthy donor BM and MDS patient BM. In healthy BM samples, we could detect several small-sized autophagic vesicles in each cell plane (Fig. 7, D and E). As expected, in MDS patient samples, we observed an increase in the size of autophagic vesicles, which tend to cluster together and occupy a higher area of the cytoplasm (Fig. 7, D to F). This suggests that autophagic degradation is also impaired in human MDS stem cells, although autophagy was variable in more mature cell populations.

## DISCUSSION

In summary, our TKO mouse model recapitulates several key features of human MDS, including cytopenias, impaired HSC differentiation, genomic instability, multilineage dysplasia, and variable progression to AML. This work contributes a unique facet to the understanding of the role of PI3K/AKT signaling in the evolution of myeloid malignancies. While this pathway is frequently activated in AML blasts, the role of PI3K/AKT in MDS initiation is more complex and heterogeneous. Using our new PI3K TKO mouse model, we showed that genetic inactivation of PI3K/AKT impairs HSC differentiation, leading to pathologic self-renewal, myelodysplastic changes, and genomic instability.

In addition, we showed that PI3K inactivation can lead to impaired autophagic degradation in HSCs and that this is an important mechanism for impaired HSC differentiation. Autophagy can be used as a cellular protective mechanism from genomic instability, and defective autophagy has been associated with tumor initiation (*36*–*38*). Therefore, the increase in chromosomal abnormalities in TKO HSCs is consistent with the defective autophagy that we observed in TKO HSCs and the autophagy defects that we found in MDS patient HSCs. However, a direct causal link between impaired autophagy and genomic instability in MDS stem cells will require further investigation to establish.

This phenotype is markedly different from the effects of single PI3K isoform deletion or of P110α and P110δ compound deletion in HSCs, in which cases we did not observe any changes in HSC numbers or dysplasia (*15*, *16*). Therefore, these findings reveal the extensive redundancy between class IA PI3K isoforms in HSCs and underscore the importance of tight regulation of PI3K/AKT signaling to maintain the proper balance between HSC self-renewal and differentiation.

An important point to note is that the phenotypic analysis of *TKO;Mx1-Cre* mice was performed mostly in the transplantation setting to avoid potentially confounding effects of Mx1-Cre–mediated excision of PI3K isoforms in nonhematopoietic tissues, such as the liver and BM stromal cells, which precluded the long-term analysis of hematopoiesis in the primary *TKO;Mx1-Cre* mice. We did observe impaired myeloid differentiation and extended serial replating of primary BM cells in colony assays, suggesting that PI3K deletion is sufficient to cause some impairment of HSC/progenitor function without transplantation. However, it would be interesting in the future to determine whether PI3K deletion specifically in hematopoietic cells would be sufficient to lead to a similar MDS-like phenotype in vivo over time without the stress induced by transplantation using a different Cre model system.

While the role of class III PI3K in macroautophagy induction is well established, the connection between class I PI3K and autophagy is less well understood. We demonstrated that, upon loss of class IA PI3K signaling, which simulates the conditions of growth factor and cytokine starvation, autophagy plays a critical role in HSC self-renewal and differentiation. The most prominent known biological activity of class I PI3Ks is to generate PIP_3_, which leads to activation of AKT and MTOR signaling (*39*). Given that MTOR is a known negative regulator of autophagy, the prediction would be that class IA PI3Ks should also negatively regulate autophagy and that inactivation of PI3K should induce autophagy. Although we could detect autophagosome formation in PI3K TKO HSPCs, we demonstrated very inefficient autophagic degradation despite the decrease in AKT and MTOR signaling, suggesting an additional level of cross-talk between class I PI3K and autophagy.

The fact that the MTOR inhibitor rapamycin can still partially restore autophagy and improve the differentiation of TKO HSCs despite the baseline decrease in MTORC1 signaling that we observed in TKO cells is unexpected. This can partially be explained by the compensatory increase in pErk that we observed in TKO HSCs at baseline and in the presence of rapamycin or metformin, suggesting that MTORC1 is not completely abolished because of compensatory MTORC1 activation via the mitogen-activated protein kinase–ERK pathway (*34*). Furthermore, class I PI3Ks may regulate autophagy through both canonical AKT/MTOR-dependent and noncanonical MTOR-independent mechanisms. For example, alterations in autophagy flux have been demonstrated through changes in lysosomal activity or through the interactions between P110β and small guanosine triphosphatase Rab5 (*40*–*43*). It is also possible that this defect can be caused by a global change in the lysosomal program, as lysosomes have been shown to maintain quiescence of LT-HSCs through the endolysosomal trafficking of receptors (*42*). Thus, further studies will be needed to understand the mechanisms though which class IA PI3Ks regulate autophagic degradation.

We observed decreased expression of *PIK3CA* and a trend toward decrease in *PIK3CD* in the MDS expression dataset GSE 19429. In addition, we found that several phosphatases that are known to down-regulate PI3K signaling, *PTEN, SHIP1,* and INPP4B are significantly overexpressed in MDS patient CD34^+^ cells. Moreover, comparing the expression of these phosphatases, we observed a trend toward anticorrelation between the expression of PTEN and SHIP1, suggesting that at least one of these phosphatases is up-regulated in a large subset of patients with MDS. We anticipate that the elevated expression of these phosphatases in patients with MDS could lead to the functional inactivation of PI3K/AKT signaling in HSCs, which could contribute to impaired HSC differentiation and genomic instability via impaired autophagy. Consistent with this hypothesis, we found that human MDS stem cells have abnormal autophagy compared to healthy HSCs, similar to the autophagy defect that we observed in our PI3K TKO mouse HSCs.

However, we observed some variability in LC3 and P62 levels in MDS patient samples, which is expected, given the known molecular and phenotypic heterogeneity in MDS. We expected to observe variability in the autophagy phenotype in these MDS samples, especially because we purposely selected samples from patients representing multiple different MDS clinical subtypes and molecular and cytogenetic characteristics. To our surprise, we consistently observed an elevation in both P62 and LC3-II staining in the MDS stem cell compartment across MDS subtypes. More extensive future studies will be needed to explore the differences in autophagic degradation among the molecular and cytogenetic subtypes of MDS based on the international prognostic scoring system–molecular classification (*44*), which our current study is not powered to detect. In addition, in the future, it would be very interesting to assess the levels of phosphatase expression and AKT/MTOR activation in parallel to autophagy induction in each MDS patient sample. Overall, our data suggest that improved autophagic degradation can enhance the differentiation of PI3K-deficient HSCs, leading to an improvement in hematopoiesis (Fig. 7G). Future studies will be necessary to determine whether *PTEN, SHIP1*, and *INPP4B* up-regulation in stem cells is associated with specific clinical features in patients with MDS and whether these phosphatases could be used as biomarkers to select patients for specific therapeutic approaches.

Our finding that PI3K deletion promotes myelodysplasia may raise concerns regarding the use of PI3K inhibitors in the clinic. However, our TKO mouse model does not exactly represent the effects of the currently approved PI3K inhibitors. First, most of the currently approved PI3K inhibitors are selective for specific PI3K isoforms, or several isoforms, to avoid excessive toxicity. In our prior research, we have not observed a similar MDS phenotype with selective deletion of one or even two PI3K isoforms (*15*, *16*). Furthermore, all of the currently approved PI3K inhibitors are catalytic site inhibitors and do not affect total protein levels of the PI3K isoforms. However, in our TKO mouse model, there is complete deletion of the entire protein product of each of the three PI3K isoforms, so potential noncatalytic roles of the PI3K isoforms could also be affected. Therefore, we would not expect to observe the same risk of MDS in patients undergoing treatment with the currently available PI3K inhibitors. Furthermore, to our knowledge, there have been no reports of MDS or AML development that are attributed to the use of PI3K inhibitors in the clinic to date. However, we cannot rule out that prolonged use of multi-isoform PI3K inhibitors could increase the risk of MDS in patients, and it would be reasonable to monitor blood counts in these patients.

Our new mouse model of MDS would be useful in future studies to improve the understanding of MDS pathogenesis and to test therapeutic approaches for MDS. We demonstrated that the autophagy-inducing drugs rapamycin and metformin, both of which are clinically approved for other conditions, can suppress pathological self-renewal and improve hematopoietic differentiation of MDS cells in our TKO model. A large meta-analysis found that metformin use was associated with a decreased incidence of multiple cancer types and reduced the mortality of liver cancer and breast cancer (*45*). Furthermore, metformin has been reported to reduce DNA damage and improve hematopoiesis in a mouse model of Fanconi anemia (*46*). Therefore, there is a good preclinical rationale to test the effects of metformin in MDS. An ongoing clinical trial is investigating the preventative effects of metformin in patients with clonal cytopenias of undetermined significance and low-risk MDS (NCT04741945). In summary, our study provides strong evidence linking class IA PI3K and autophagy with the maintenance of HSC differentiation and suggests that further studies are needed to explore metformin and other autophagy inducers as a potential therapeutic approach for MDS.

## METHODS

### Human patient samples

Patient samples were obtained with written informed consent through the Montefiore Institutional Review Board biobank protocol no. 2005-536, in accordance with the Declaration of Helsinki. Donor BM samples were purchased from AllCells. All patient and BM donor characteristics are listed in table S2. The samples were defrosted in RPMI 1640, washed, and resuspended in RPMI 1640/FBS (fetal bovine serum) media (20% FBS, 1% penicillin-streptomycin, and 1% glutamine/GlutaMAX) and cultured for 1 hour. Cells were passed through a 30-μm cell strainer to remove dead cell clumps, washed with RPMI 1640, and resuspended in complete serum-free expansion medium media [with cytokines: hSCF (STEMCELL Technologies, 300-07) human thrombopoietin (STEMCELL Technologies, 300-18), human fms-related tyrosine kinase 3–Ligand (STEMCELL Technologies, 300-19) of 25 ng/ml and human interleukin-3 (hIL-3; STEMCELL Technologies, 200-03), hIL-6 (STEMCELL Technologies, 200-06) of 10 ng/ml]. Cells were incubated for 24 hours at 37°C and 5% CO_2_. To induce autophagy, the cells were washed with phosphate-buffered saline (PBS) three times and incubated in PBS for 2 hours at 37°C. To prepare for the flow analysis, cells were stained with Zombie NIR (1:2000) in PBS for 20 min at 4°C and washed with PBS. Cells were blocked on ice for 10 min with hCD16/CD32 in PBS. Cells were stained with cell surface antibody cocktail in PBS for 20 min on ice and washed with PBS. Cells were fixed with Cytofix/Cytoperm solution (BD Biosciences, BDB554714) 20 min on ice and washed with Perm/Wash buffer. Fixed cells were stained with cocktail of intracellular antibodies in Perm/Wash buffer for 20 min at room temperature, washed by Perm/Wash buffer, filtered by a 30-μm cell strainer, and analyzed by flow cytometry.

### MDS patient sample gene expression analysis

Analysis of *PTEN, INPP4B*, and *SHIP1* expression was performed on the MDS gene set GSE 19429, which was classified by French-American-British subtype versus control healthy CD34^+^ cells. The Spearman rank correlation was performed in pairwise combinations of probes associated with *PTEN*, *INPP4B*, and *INPP5D* (*SHIP1*) in the MDS microarray dataset GSE 19429. Expression of phosphatases was accessed in patient subsets of 183 patients with MDS and in the combined set of 135 RA and RAEB patients.

### Mice

Mice were maintained under pathogen-free conditions in a barrier facility in microisolator cages based on a protocol approved by the Institutional Animal Care and Use Committee at Albert Einstein College of Medicine (AECOM). *Pik3cd* germline KO mice (*47*) were provided as a gift by J. Ihle (St. Jude’s Children’s Hospital) as frozen embryos, rederived by the Boston Children’s Hospital Transgenic Facility, and backcrossed to the C57BL/6 strain for a total of 11 generations. To generate TKO mice, *Pik3ca*^lox/lox^;*Pik3cd^−/−^;*Mx1-Cre mice (*16*) were crossed with *Pik3cb*^lox/lox^ mice (*48*), resulting in progeny with the genotypes *Pik3ca*^lox/lox^;*Pik3cb*^lox/lox^;*Pik3cd^−/−^;*Mx1-Cre (TKO) and *Pik3ca*^lox/lox^;*Pik3cb*^lox/lox^;*Pik3cd^−/−^* (used as littermate controls). For *Pik3ca*^lox/lox^;*Pik3cb*^lox/lox^ excision, pIpC (Sigma-Aldrich) was dissolved in Hanks’ balanced salt solution, and 250 μg was injected intraperitoneally into 4- to 8-week-old mice three times on nonconsecutive days.

Experimental mice evenly included both males and females. PB was collected under isoflurane anesthesia by facial vein bleeding. Genotypes of each allele (*Pik3ca*, *Pik3cb*, and *Pik3cd*) were determined by polymerase chain reaction (PCR) using genomic DNA from tails as previously described (*47*–*49*). In addition, for each experiment, the excision status of exon 1 of *Pik3ca* and of exon 2 of *Pik3cb* was confirmed at least 2 weeks after pIpC injection using DNA from the BM or PB, as previously described (*48*, *49*). PB counts were evaluated on the Forcyte (Oxford Science) or Genesis (Oxford Science) blood analyzers.

### Colony formation unit assays and replating assays

Whole BM (WBM) cells were seeded at 10,000 cells per dish in methylcellulose (M3434, STEMCELL Technologies). The colonies were scored at 7 to 10 days after plating and replated with the same density into fresh M3434 methylcellulose media. For drug treatment, M3434 methylcellulose was supplemented with rapamycin (final concentration, 20 ng/ml; Santa Cruz Biotechnology, SC-3504) or metformin (final concentration, 50 μM; Enzo Life Sciences, 270-432-G005).

### BM transplantation

For all BMT, 6- to 8-week-old donor and recipient mice of both sexes were used unless stated otherwise. For noncompetitive BMT, 1 million WBM donor cells from C57BL/6 inbred mice (CD45.2^+^) were transplanted into lethally irradiated B6.SJL recipient (CD45.1^+^) mice. For competitive BMT, 500,000 CD45.2^+^ WBM donor CD45.2^+^ cells and 500,000 competitor cells from F1 progeny of B6.SJL and C57BL/6 (CD45.1^+^/CD45.2^+^) WBM cells were transplanted into lethally irradiated B6.SJL mice. For both noncompetitive and competitive BMT, donor mice were TKO: *Pik3ca*^lox/lox^;*Pik3cb*^lox/lox^;*Pik3cd^−/−^;*Mx1-Cre, δKO: *Pik3ca*^lox/lox^;*Pik3cb*^lox/lox^;*Pik3cd^−/−^* (littermate control), and WT: WT;Mx1-Cre (control). Recipient mice were given a single dose of irradiation (950 gray) at least 3 hours before retro-orbital transplantation, and recipient mice were given 0.9 ml of Baytril100 (100 mg/ml; Bayer) in 250 ml of drinking water for 3 weeks after transplantation. After confirmation of engraftment by PB counts, recipient mice were injected intraperitoneally with pIpC 250 μg twice, 48 hours apart. For serial BMT, noncompetitive transplant recipients were used as donors (20 to 28 weeks after transplantation); pooled BM from two or three animals was transplanted into lethally irradiated recipients.

### Drug treatment of mice with rapamycin or metformin

Metformin, rapamycin, and control water were administered to the transplanted mice for the duration of 8 or 16 weeks, starting at 1 week after pIpC treatment. Metformin (Enzo Life Sciences, catalog number 270-432-G005) was dissolved in drinking water (5 mg/ml) to achieve an average continuous level in the tissues and plasma of 32 μM (*50*). Rapamycin (Santa Cruz Biotechnology, catalog number SC-3504) was diluted in ethanol at a concentration of 15 mg/ml. This stock solution was further diluted 1:1000 in drinking water. Mice were expected to consume approximately 10% of their body mass in water daily, resulting in anticipated rapamycin consumption of 1.5 mg/kg per day (*51*, *52*). Metformin, rapamycin, and control water were administered to the transplanted mice for the duration of 8 or 16 weeks, starting at 1 week after pIpC treatment. The water was changed in the cages weekly.

### Flow cytometry

#### Live cells with cell surface markers

For flow cytometry analysis, BM from crushed or flushed bones was subjected to red blood cell (RBC) lysis, and BM cells were stained with a lineage cocktail of anti-mouse biotin-labeled lineage antibodies for 30 min at 4°C and anti-mouse fluorochrome-conjugated surface antibodies for 30 min at 4°C (table S3). PB cells were subjected to RBC lysis, blocked with CD16/CD32 block for 10 min on ice, and then stained with anti-mouse fluorochrome-conjugated surface antibodies for 30 min at 4°C (table S3). Flow cytometry analysis was performed on the BD FACS LSRII or Cytek Aurora. Analysis of all flow cytometry data was performed using FlowJo software (V9, V10). The absolute number of each population per femur was calculated on the basis of the number of WBM cells flushed from one femur and counted on the Countess instrument.

#### Fixed cells with intracellular markers

BM cells were harvested and stained with lineage and cell surface antibodies as described above (table S3), followed by mild fixation and permeabilization using the Cytofix and Cytoperm solutions from the BD Cytofix/Cytoperm Fixation/Permeabilization Solution Kit (BD Biosciences, BDB554714) according to the manufacturer’s protocol. Stained, fixed, and permeabilized cells were resuspended in Perm/Wash buffer containing antibody and stained with intracellular antibodies. Depending on the assay, fixed cells were subjected to one of the following intracellular staining protocols: (i) Cell cycle analysis. Permeabilized cells were incubated with Ki67-FITC (fluorescein isothiocyanate) overnight, followed by Hoechst 33342 (Invitrogen, H3570) staining at 25 μg/ml. (ii) Phospho-flow cytometry. After ex vivo stimulation, permeabilized cells were incubated with phospho-AKT (Ser^473^)–Alexa Fluor 647 (Cell Signaling Technology, 2337S) or pERK1(T202/Y204)–Alexa Fluor 488 (Cell Signaling Technology, 4374) at 1:20 dilution and phospho-S6 (Ser^235/236^)–Alexa Fluor 488 (Cell Signaling Technology, 4803S) or phospho-4E-BP1 (Thr^37/46^)–Alexa Fluor 647 (Cell Signaling Technology, 5123S) at 1:100 dilution. After intracellular staining, cells were washed with Perm/Wash buffer, resuspended in fresh Perm/Wash buffer, and analyzed by flow cytometry. For detailed antibody descriptions, see table S3. Flow cytometry was performed on the BD FACS LSRII or Cytek Aurora. Analysis of all flow cytometry data was performed using FlowJo software (V9 and V10). The absolute number of each population per femur was calculated on the basis of the number of WBM cells flushed from one femur and counted on the Countess instrument.

### Autophagy and cargo degradation analysis

For autophagy assessment, an intracellular flow cytometry protocol was adapted and modified from the FlowCellect Autophagy LC3 Antibody-based Assay Kit (Millipore, FCCH100171). After RBC lysis, freshly harvested BM cells were starved in PBS on ice for 2 hours to induce autophagy by serum and cytokine starvation. For the experiments where autophagy was induced by rapamycin, cells were treated for 2 hours by the Autophagy Reagent A (rapamycin containing) from the FlowCellect Autophagy LC3 Antibody-based Assay Kit (Millipore, FCCH100171), which have been diluted at 1:50 as per the manufacturer’s instructions. Following incubation, the cells were stained, fixed, and permeabilized using the Cytofix and Cytoperm solutions as described in the section above. For intracellular staining, cells were incubated in Perm/Wash buffer containing FlowCellect 20× optimized anti-LC3/FITC antibody or LC3A/B-AF488 (Cell Signaling Technology, 13082S) and anti-SQSTM1/p62 antibody Alexa Fluor 647 (ab194721) at 1:400 and incubated for 30 min at room temperature. Cells were washed with Perm/Wash buffer to remove residual unbound antibody and resuspended in fresh Perm/Wash buffer followed by flow cytometry analysis on the Cytek Aurora. Analysis of all flow cytometry data was performed using FlowJo software. For detailed antibody description, see table S3.

### RNA sequencing analysis

One million WBM cells from TKO, δ KO (littermate control), and WT (control) donor mice were transplanted into lethally irradiated 6- to 8-week-old B6.SJL recipient mice (*N* = 7 per group). After confirmation of engraftment by PB counts, recipient mice were injected intraperitoneally with pIpC 250 μg twice, 48 hours apart. Excision status of *Pik3ca* and *Pik3cb* was confirmed by PCR on BM DNA as described above. At 4 weeks after pIpC, BM cells were harvested from femurs, tibiae, ilia, and vertebrae by gentle crushing in RPMI 1640 (Life Technologies). Low-density BM mononuclear cells were isolated by density gradient centrifugation using Ficoll Histopaque 1083 (Sigma-Aldrich, 10831), pooled from all seven recipients in each group, and stained with anti-mouse biotin-labeled lineage antibodies for 30 min at 4°C. The lineage-stained cells were incubated with Biotin Binder Dynabeads (Thermo Fisher Scientific, 11047), followed by magnetic depletion according to the manufacturer’s protocol. Lineage-negative cells were stained with a panel of fluorochrome-conjugated monoclonal anti-mouse cell surface antibodies (table S3). The donor-derived LT-HSC cell populations were sorted according to the gating strategy (Fig. 3H) using MoFlo Astrios Cell Sorter (Beckman Coulter). LT-HSC cells were directly sorted into 50 μl of RNA extraction buffer, and RNA was prepared using the ARCTURUS PicoPure RNA Isolation Kit (Applied Biosystems, 12204-01) according to the manufacturer’s protocol and stored at −80°C. Frozen samples were shipped to the Beijing Genomics Institute for library preparation and sequencing. For transcriptome sequencing, cDNA was amplified from total RNA using the Ovation RNA-Seq System V2. Sequencing was performed using the NGS platform llumina-HiSeq2000 through collaboration with Beijing Genomics Institute (BGI). Raw fastq files were downloaded from BGI and subjected to analysis. Flanking adapter sequences were removed with Trim Galore (v.0.3.7; www.bioinformatics.babraham.ac.uk/projects/trim:galore/), and sequence quality was assessed using fastqc (v.0.11.4; www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapter-trimmed fastq files were aligned to the mouse mm10 genome, and read counts per gene were determined using the splice-aware aligner STAR (v2.5.1b) (*53*). Differential gene expression was assessed with R package DESeq2 (http://bioconductor.org/packages/release/bioc/html/DESeq2.html). Data were analyzed using GSEA using MSigDB software from Broad Institute (http://software.broadinstitute.org/gsea/index.jsp). Venn diagrams were constructed using the Venn diagram tool from Bioinformatics and Evolutionary Genomics (Ghent University; http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Cytogenetics

At 22 weeks after transplantation, BM cells from secondary BMT mice were harvested from femurs, tibiae, pelvis, and vertebrae by gentle crushing in RPMI 1640 (Life Technologies). BM cKit^+^CD45.2^+^ cells were sorted using the MoFlo Astrios Cell Sorter. Cells (0.5 × 10^6^) were resuspended in 1 ml of BMT media: RPMI 1640, 10% FBS, 1% penicillin-streptomycin, recombinant mouse IL-3 (10 μg/ml; R&D Systems, #403-ML), 50 μl of recombinant mouse SCF (10 μg/ml; R&D Systems, #1832-01), 50 μl of recombinant mouse IL-6 (10 μg/ml; PeproTech, #200-06) and cultured at 37°C and 5% CO_2_ for 18 hours. Clocemid (0.01 μg/ml) was added to the cell suspension and incubated at 37°C overnight. The cells were washed with PBS and treated with hypotonic solution (0.075 M KCl) for 23 min, followed by fixation with methyl alcohol/glacial acetic acid (3:1). The cells were washed with 10 ml of freshly prepared fixative and centrifuged for 5 min at 1200 rpm. Resuspended cells in fixative were dropped on slides in Thermotron and imaged.

### Histology on BM, spleen, and liver

Wright-Giemsa staining of PB smears and cytospins was performed using the Hema 3 system (Fisher) as per the manufacturer’s protocol. Harvested murine tissues were fixed in 10% buffered formalin (Thermo Fisher Scientific, SF1004). At the Einstein Histopathology Core Facility, samples were embedded in paraffin, cut into thin slices, and mounted on a slide. Mounted tissues were stained with hematoxylin and eosin (H&E) stain and imaged.

### Autophagy immunofluorescence staining

Freshly harvested sorted LT-HSCs were starved in PBS for 2 hours and then fixed onto RetroNectin (Clontech)–coated slides. Cells were fixed with 4% paraformaldehyde in PBS, permeabilized with 0.25% Triton X-100 in PBS, and blocked with 1% bovine serum albumin in PBS. The cells were incubated with conjugated antibodies LC3A/B–Alexa Fluor 488 (Cell Signaling Technology, #13082) and LAMP1–Alexa Fluor 546 (Santa Cruz Biotechnology, SC-20011 AF546) in 4°C overnight and then washed with PBS. The nuclei were stained with 4′,6-diamidino-2-phenylindole VECTASHIELD mounting media (Vector Laboratories, H-1200) before imaging.

### Microscope image acquisition

Histology images were acquired using the Olympus BX43 microscope with a digital camera, using 20× and 63× oil immersion objective. Image acquisition was performed using Infinity software.

Immunofluorescence images were acquired using the Leica SP8 Confocal Microscope using a 63× oil immersion objective (working distance = 0.14). Image acquisition was performed using LASX software.

### Electron microscopy

LT-HSCs or human CD34^+^ cells were sorted in PBS, fixed in 2% paraformaldehyde and 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer, and then mixed with 1% osmium tetroxide in 0.1 M sodium cacodylate buffer after fixation. The cells were bloc-stained with 2% uranyl acetate (aq), dehydrated in a graded series of ethanol, and embedded in LX112 resin (LADD Research Industries, Burlington, VT) in Eppendorf tubes. Ultrathin sections were cut on a Leica Ultracut UC7 and stained with uranyl acetate, followed by lead citrate. Obtained sections were viewed and imaged on a JEOL 1200EX transmission electron microscope at 80 kV.

### Reagents

Please refer to table S3 for the list of flow cytometry antibodies and other antibodies used. All other reagents are listed in the respective Method sections.

### Study approval

All mouse breeding and animal experiments were approved by the Institutional Animal Care and Use Committee under protocol nos. 20170205, 20170206, 00001165, and 00001181.

### Statistics

GraphPad Prism 7 and 8 were used for all statistical analyses. For the comparison of two experimental groups, the unpaired two-tailed Student’s *t* test was used. For the comparison of greater than two groups, the analysis of variance (ANOVA) test was used with the Tukey’s multiple comparisons test, unless otherwise indicated. For survival analysis, log-rank (Mantel-Cox) test analysis was used. The specific statistical test used for each specific experiment is indicated in each figure legend. In all graphs, error bars indicate ±SEM. A *P* value of <0.05 was considered significant.

# Supplementary material for: PI3-kinase deletion promotes myelodysplasia by dysregulating autophagy in hematopoietic stem cells
**Source:** Sci Adv. 2023 Feb 22;9(8):eade8222. doi: 10.1126/sciadv.ade8222
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Legends for tables S1 to S3

Supplementary Materials for  
**PI3-kinase deletion promotes myelodysplasia by dysregulating autophagy in  
hematopoietic stem cells**

Kristina Ames *et al.*

*Sci. Adv.* **9**, eade8222 (2023)  
DOI: 10.1126/sciadv.ade8222

**The PDF file includes:**

Figs. S1 to S7  
Legends for tables S1 to S3

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S3

## **Supplementary Data**

Supplementary Table S1: GSEA results

Supplementary Table S2: MDS patient samples and controls

Supplementary Table S3: Antibodies used in the study

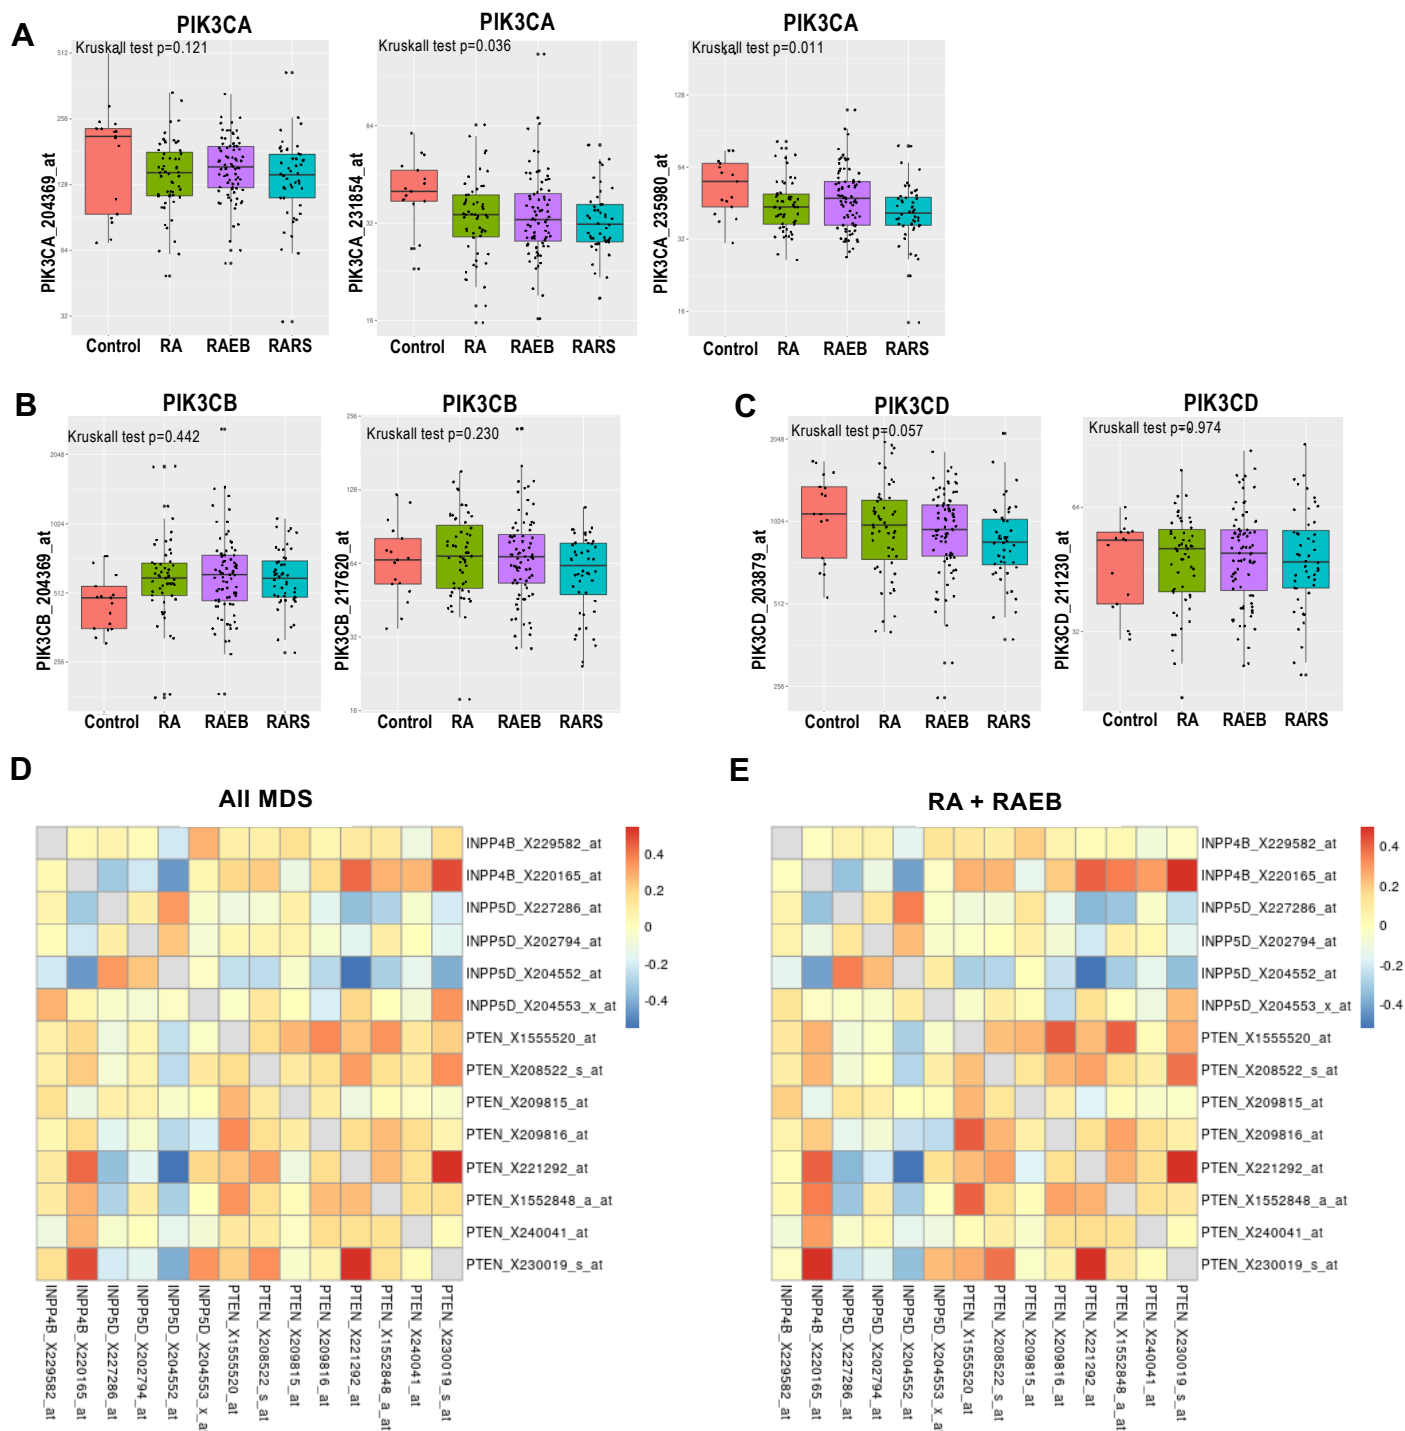

**Fig. S1. Correlation between PI3KCA, PI3KCB, PI3KCD, PTEN, INPP5D, and INPP4B expression in MDS patients. (A-C)** Analysis of *PI3KCA*, *PI3KCB*, *PI3KCD* expression in the MDS gene set GSE 19429 classified by French-American-British (FAB) subtype vs control healthy CD34<sup>+</sup> cells. RA= refractory anemia, RAEB= refractory anemia with excess blasts, RARS= refractory anemia with ringed sideroblasts **(D,E)** Heat maps representing Spearman rank correlation analysis comparing all the probes associated with *PTEN*, *INPP4B*, and *INPP5D* (*SHIP1*) in the MDS microarray dataset GSE 19429. Expression of phosphatases was examined in **(D)** 183 total MDS patients and in **(E)** the 135 patient RA and RAEB patient subset.

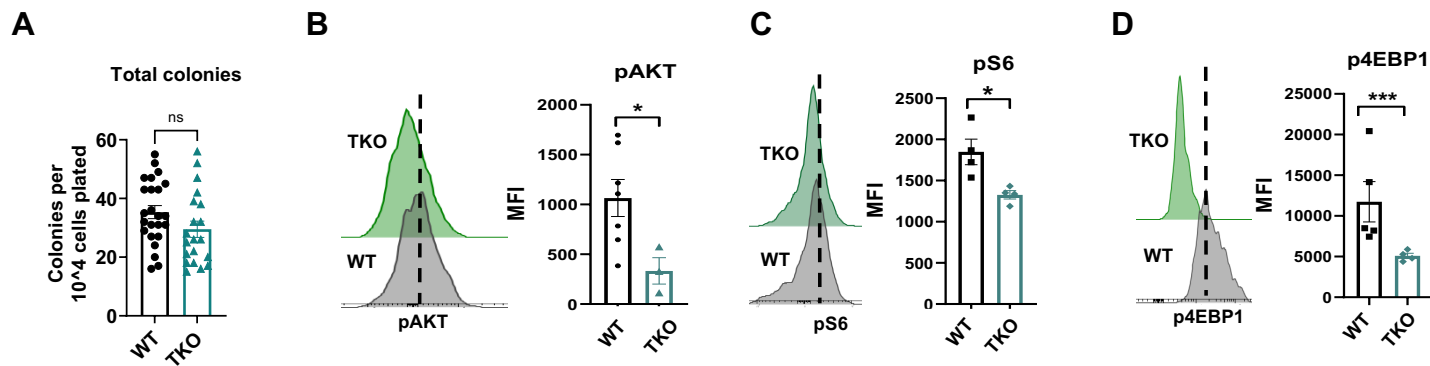

**Fig. S2. Class IA PI3K deletion decreases AKT/MTOR signaling in hematopoietic stem and progenitor cells.** (A) Total colony counts of TKO and WT bone marrow cells plated in M3434 methylcellulose media (B-D) Representative phospho-flow cytometry histograms and quantification of the median fluorescent intensity (MFI) of (B) pAKT (Ser 473) ( $N_{WT}=7$ ,  $N_{TKO}=3$ ), (C) pS6 (Ser235/236) ( $N_{WT}=4$ ,  $N_{TKO}=4$ ) and (D) p4EBP1 (Thr37/46) ( $N_{WT}=5$ ,  $N_{TKO}=4$ ) signal in the non-competitive transplant donor derived LSK population at 16 weeks post-PIPC. Cells were stimulated *ex vivo* for 5 minutes with SCF. (B-D) Immunophenotypic populations were defined as LSK: Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup>. Representative graphs of each experiment are shown. Each experiment was performed at least 3 times. WT;Mx1-Cre (WT) and p110 $\delta$  KO ( $\delta$  KO) mice were used as controls for TKO;Mx1-Cre mice (TKO). Significance was determined using the t-test (A-D) \* $P \leq 0.05$ , \*\*\* $P \leq 0.001$ , ns - no significance.

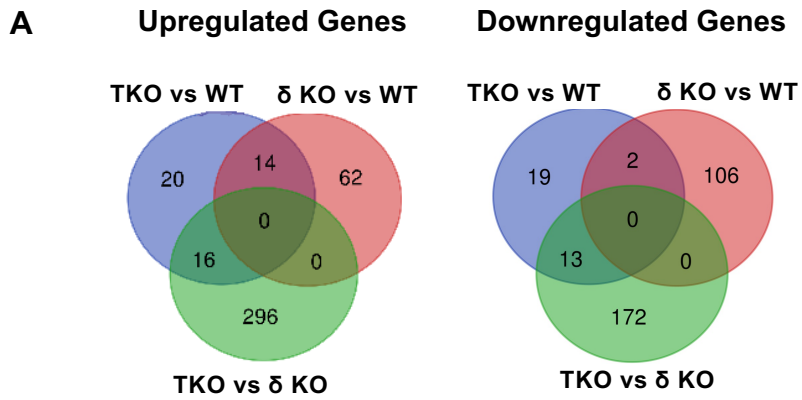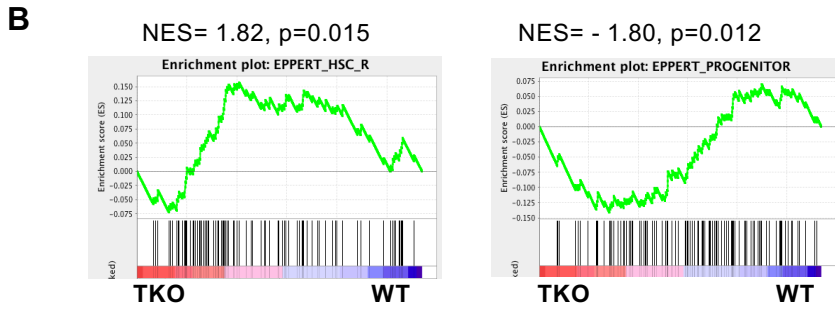

**Supplementary Fig. S3. Class I PI3K deletion leads to dysregulated gene expression in HSCs. (A)** Venn diagrams detailing shared and distinct gene expression changes among TKO,  $\delta$ KO and WT LT-HSCs. Genes were selected based on >2 fold change and adjusted  $p < 0.05$ . **(B)** GSEA of the TKO vs. WT HSC signature with human HSC and progenitor gene sets (GSE30377; Eppert K., et al. *Nature Medicine*, 2011).

**A**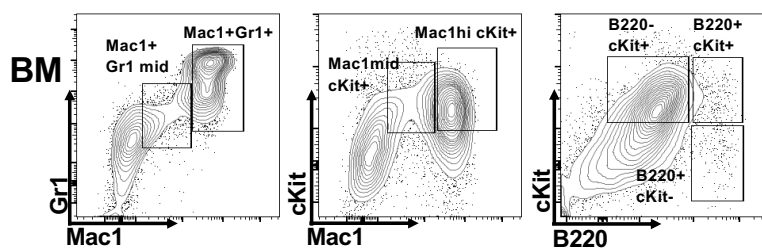**B** bone marrow (630X)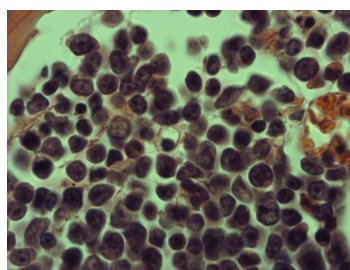

liver (200X)

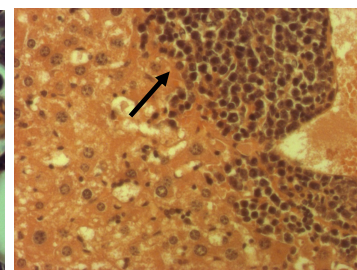

**Supplementary Fig. S4. Serial transplantation of TKO bone marrow cells promotes progression to AML. (A)** Representative flow cytometry plots of bone marrow (BM) and **(B)** photomicrographs of H&E-stained sections of the bone marrow and liver of a TKO tertiary bone marrow transplant recipient with AML.

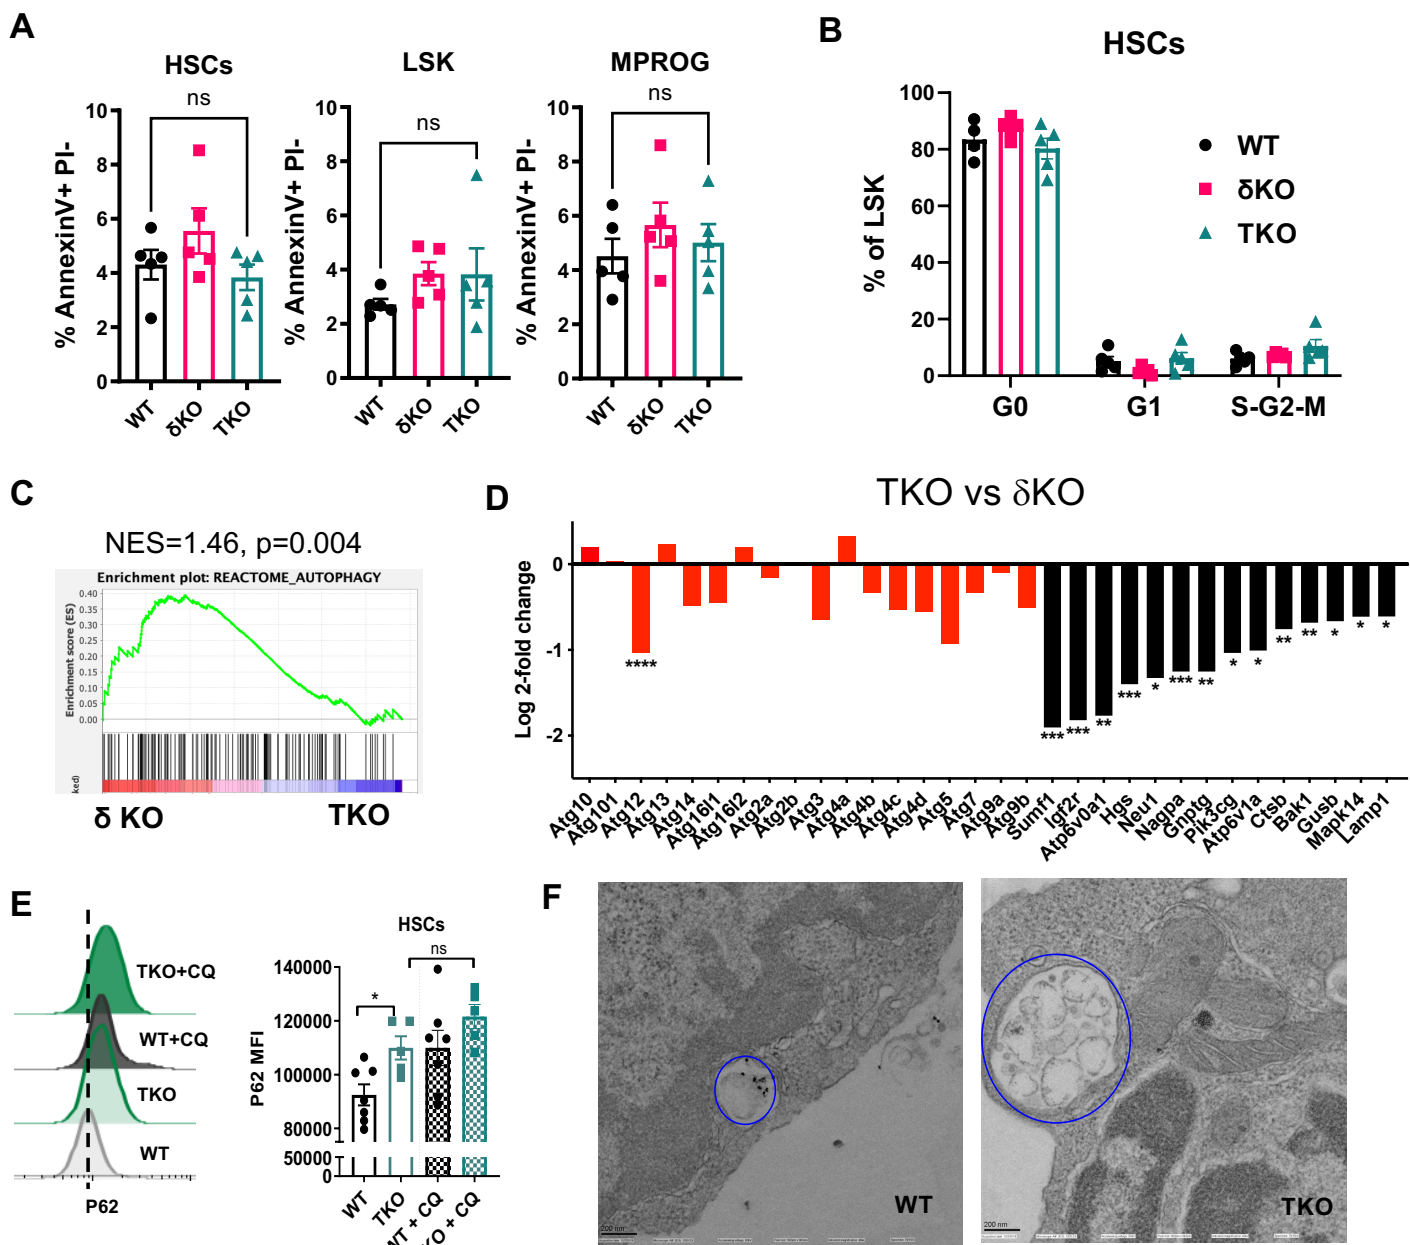

**Supplementary Fig. S5. Class IA PI3K deletion in HSCs alters autophagy.** (A) Quantification of apoptotic cells in the HSC, LSK and MPROG populations by Annexin V and propidium iodide (PI) staining ( $N_{WT}=5$ ,  $N_{\delta KO}=4$ ,  $N_{TKO}=5$ ). (B) Quantification of the G0, G1, and S-G2-M cell cycle phases of donor LT-HSC at 8 weeks post-plpC in non-competitive bone marrow transplant recipients ( $N_{WT}=4$ ,  $N_{\delta KO}=5$ ,  $N_{TKO}=5$ ). (C) GSEA plot of the  $\delta$  KO vs TKO LT-HSC gene set with the REACTOME\_AUTOPHAGY gene set from MSigDB. (D) Comparison of the expression of individual manually curated autophagy genes (in red) and autophagy related genes (in black) in our RNA seq gene set between TKO and  $\delta$  KO LT-HSCs. (E) Representative flow cytometry histograms and quantification of median fluorescent intensity (MFI) of P62 in serum- and cytokine-starved HSCs with and without chloroquine (CQ) treatment ( $N_{WT}=7$ ,  $N_{TKO}=5$ ). (A,B, E) Experiment was performed at least 3 times. (F) Representative electron microscopy (EM) images of autophagic vesicles in sorted WT and TKO HSCs ( $N=20$  cells per genotype). (A-F) Immunophenotypic populations were defined as follows: MPROG: Lin<sup>-</sup>Sca1<sup>-</sup>cKit<sup>+</sup>, LSK: Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup>, HSCs: Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup>Fli2-CD48<sup>-</sup>. Significance was determined using the one-way ANOVA test with Tukey's multiple comparison's test. \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , \*\*\*\* $P \leq 0.0001$ .

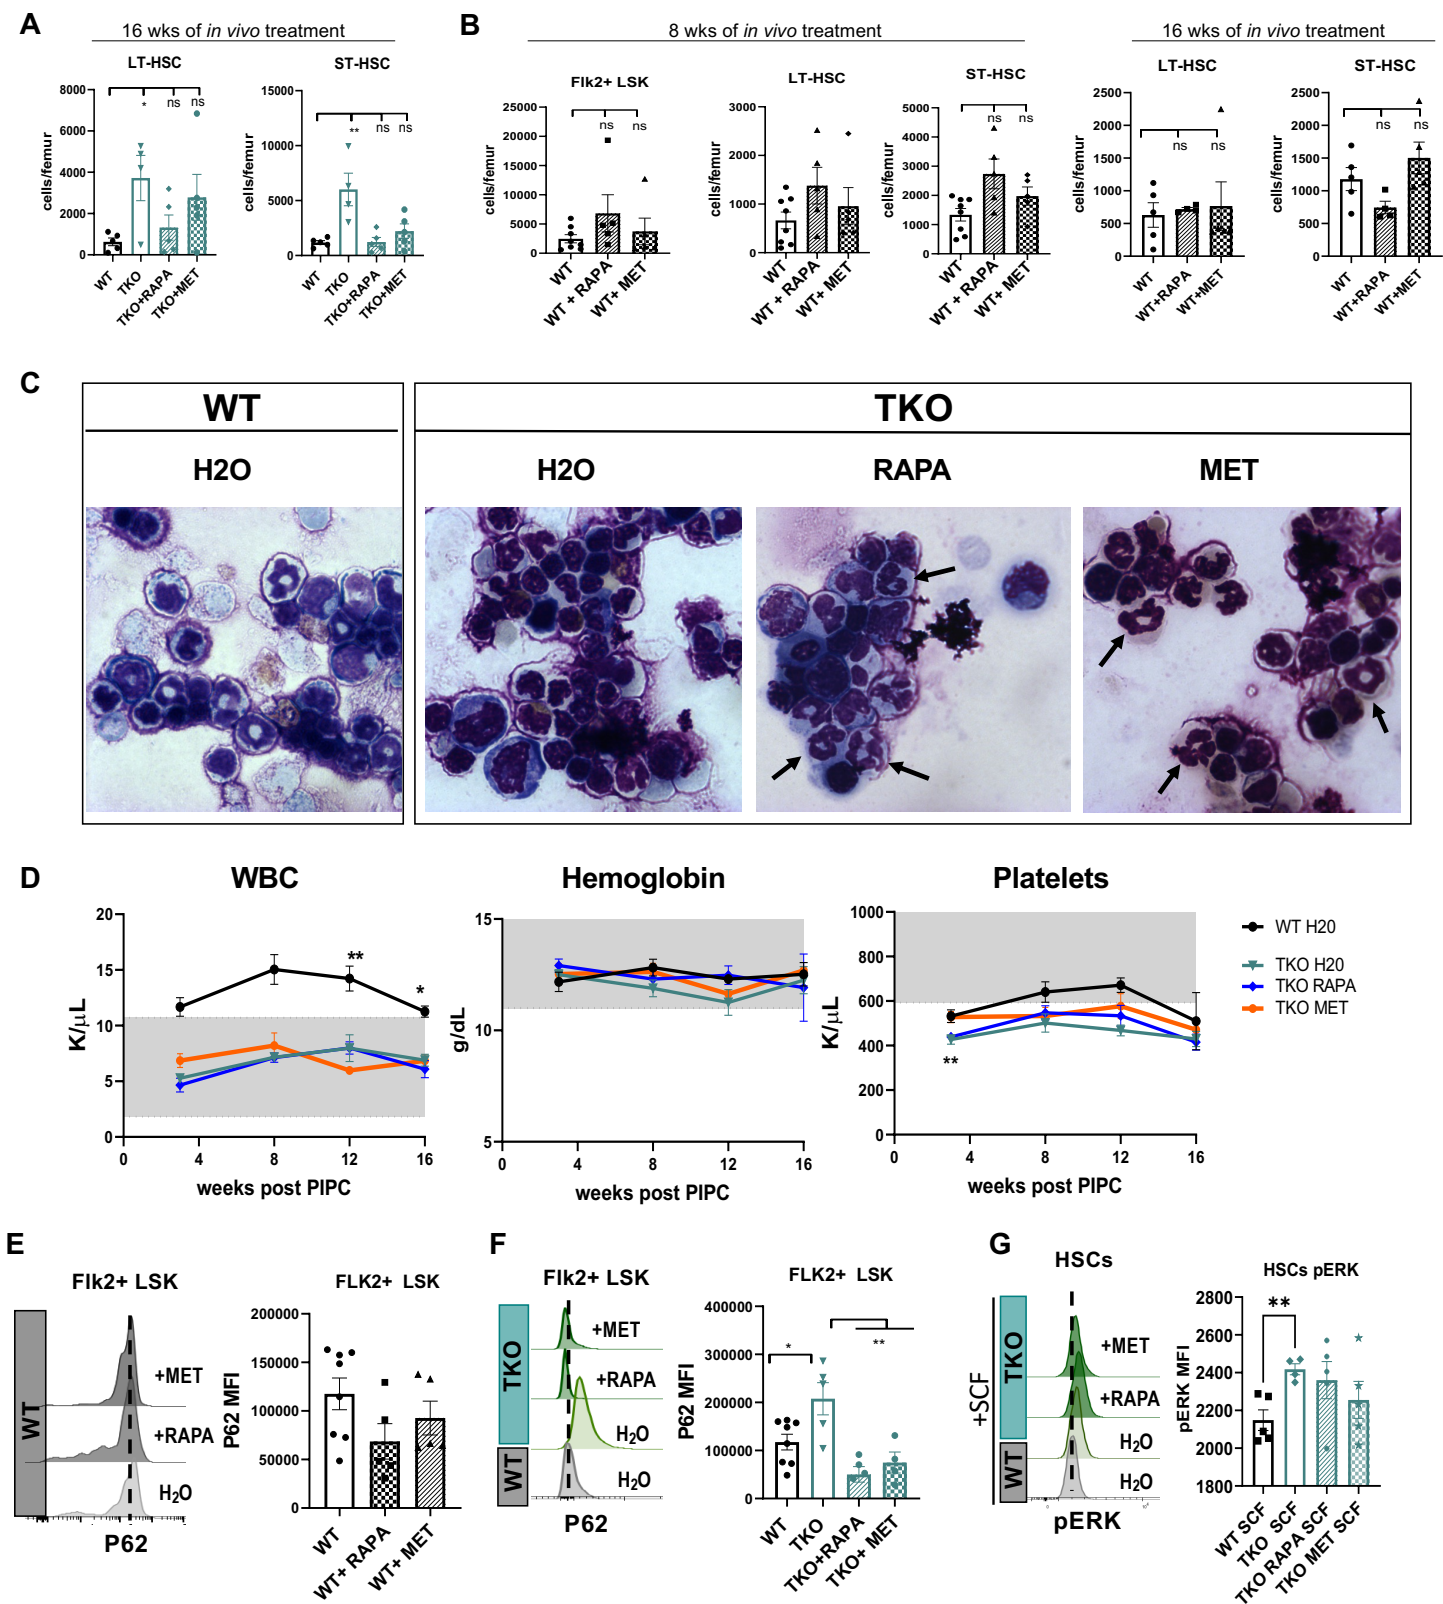

**Supplementary Fig. S6. *In vivo* treatment with rapamycin or metformin does not affect WT HSCs but decreases pathologic expansion of HSCs in TKO bone marrow.** (A) Quantification of donor-derived WT vs. TKO LT-HSC and ST-HSC cells after 16 weeks of *in vivo* treatment with rapamycin (RAPA) or metformin (MET) (B) Quantification of donor-derived WT Flk2+ LSK, LT-HSC and ST-HSC cells after 8 or 16 weeks of *in vivo* treatment with rapamycin (RAPA) or metformin (MET). (C) Photomicrographs of Wright-Giemsa-stained bone marrow cytopins from WT (control) and TKO transplant recipients after 8 weeks of *in vivo* treatment with rapamycin (RAPA) or metformin (MET). Images taken at 200x magnification. (D) Serial blood counts of non-competitive WT vs TKO transplant recipients during *in vivo* treatment with RAPA or MET (E, F) Representative flow cytometry histograms and quantification of median fluorescent intensity of P62 in starved (E) WT and (F) TKO Flk2+ LSK after 8-weeks of *in vivo* treatment with RAPA or MET. (G) Representative phospho-flow cytometry histograms and quantification of the median fluorescent intensity (MFI) of pERK (T202/Y204) (N<sub>WT</sub>=5, N<sub>TKO</sub>=4, N<sub>TKO RAPA</sub>=5, N<sub>TKO MET</sub>=5) signal after 16-weeks of *in vivo* treatment with RAPA or MET. Cells were stimulated *ex vivo* for 5 minutes with SCF. Immunophenotypic populations were defined as follows: Flk2+LSK: Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup>Flk2<sup>+</sup>, ST-HSCs: Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup>Flk2<sup>+</sup>CD48<sup>-</sup>CD150<sup>-</sup>, LT-HSCs: Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup>Flk2<sup>+</sup>CD48<sup>-</sup>CD150<sup>+</sup>, HSCs: Lin<sup>-</sup>Sca1<sup>+</sup>cKit<sup>+</sup>Flk2<sup>+</sup>CD48<sup>+</sup>. Significance was determined using the one-way ANOVA test with the Tukey's multiple comparison's test. \*P≤0.05, \*\*P≤0.01

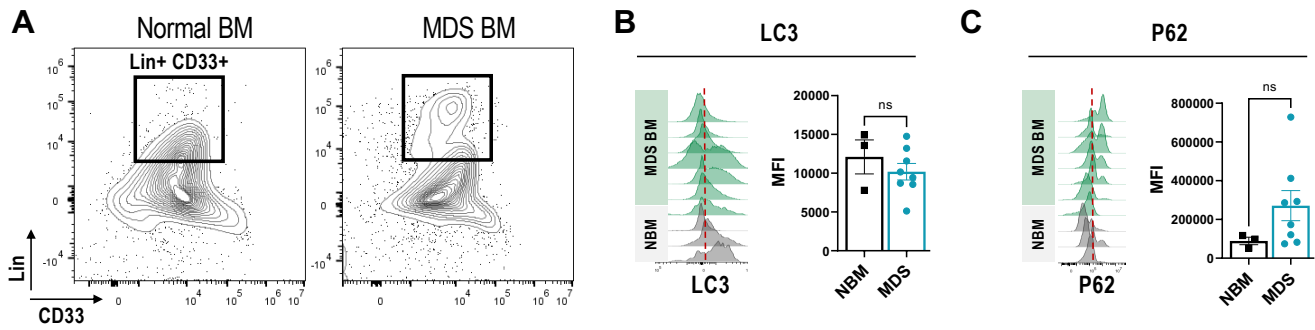

**Supplementary Fig. S7. Myeloid blasts and myeloid progenitors have variable autophagic degradation.** (A) Representative patient samples flow cytometry plots gated on Lin<sup>+</sup> CD33<sup>+</sup> cells in normal bone marrow (NBM) and MDS bone marrow. (B,C) Representative flow cytometry histograms and quantification of the median fluorescent intensity (MFI) of (B) LC3, (C) P62 (N<sub>NBM</sub>=3, N<sub>MDS</sub>=6) in patient samples gated on Lin<sup>+</sup>CD33<sup>+</sup> cells population. Experiment was performed 3 times with total of NBM=9 samples and 11 different MDS BM samples. Significance was determined using the t-test \*P≤0.05, \*\*P ≤ 0.01, \*\*\*P ≤ 0.001, \*\*\*\*P ≤ 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

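RNA was sequenced from LT-HSCs sorted from recipients of TKO, δKO and WT bone marrow, with 3 libraries per genotype and 9 in all. The methods state that bone marrow cells of the 7 recipients in a group were pooled before staining, and the labels list the libraries of a genotype as replicates with 2 technical runs each. The authors trimmed the reads with Trim Galore, aligned them to mm10 with STAR and counted them on genes, and the deposited raw counts are whole numbers for 47643 genes and 9 libraries. How the technical runs were joined and the annotation are not named in the paper's text. The authors also deposited a normalized signal, which was tested on the values: in each of the columns matched by name, the quotient of the raw and the normalized value was constant over genes and equal to DESeq2's median-of-ratios size factor (from 0.590 to 1.45). Each raw column was mapped to its genotype by its name. One δKO column carries a number that no label has, so that library was used as a δKO replicate without a number and was never matched to a replicate of another genotype.

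Coordinates are those of the mm10 annotation, in which 47224 of the gene identifiers were found without their version and 39106 with it. Of the genes in the table, 19696 had no count in any library. Analysis was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr function (count minimum 10, minimum total count 15), which left 18205 genes. Counts were scaled with TMM factors, and edgeR's quasi-likelihood model was fitted to all 9 libraries with 1 mean per genotype and no block (residual degrees of freedom 6, common biological coefficient of variation 0.805). The comparisons were TKO against WT, TKO against δKO and δKO against WT. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and more than 2-fold change.

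Depth ranged from 31300343 counts in the unnumbered δKO library to 60386097 in WT replicate 1, and the median count of a kept gene ranged from 188 in δKO replicate 1 to 475 in WT replicate 1. Between libraries of one genotype, the chi-square per gene was 131 to 572, where counting error alone gives 1, so the variation between libraries sets the precision. Mitochondrial ribosomal RNA took 6.88% to 17.1% of counts, and the 100 genes with the most counts took 28.5% to 41.6%.

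Lists of genes were written before the data were examined and were tested with limma's camera function, two-sided, at a preset correlation of 0.01. The 8 lists were Atg genes of fig. S5D, autophagy, lysosome, HSC, progenitor, cell cycle, interferon response and mTORC1 targets, and 24 tests were adjusted together. The value of a list in one library is the mean over its genes of log2 CPM centered on the mean of the 9 libraries. The gene sets from MSigDB and the MDS array data were not used here, and normalized enrichment scores were not computed. Genes named in the text are those targeted in the mice, those of the sorting markers, those of fig. S5D and others the paper names. In addition come the called genes with the 3 largest changes in each direction whose groups do not overlap and whose mean reaches 5 CPM in the higher group, and from each other list at most the 3 genes with the smallest adjusted p.

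The alternatives were DESeq2's size factors (RLE) and upper-quartile factors within edgeR, the replicate number as a block, no filter on low counts, at least 10 counts in every library, the number of genes detected per library as a covariate, robust quasi-likelihood estimation, only the groups compared, DESeq2's Wald test on all 9 libraries or on the groups compared, the authors' normalized values as log2(value + 1) in limma, adjusted p alone without the fold change, each library left out in turn, and for the lists the correlation estimated by camera, limma's fry rotation test and only genes with a mean of at least 5 CPM. After the data were examined, limma's voom with sample quality weights and edgeR's likelihood ratio test were added. The counts of called genes in each comparison and the list results were also compared with other splits of the libraries.

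The pipeline was tested on simulated data with the dispersions estimated here, in which 200 of 18205 genes were changed. At a 4-fold change, edgeR's quasi-likelihood test recovered 83 of them with 4 false calls and DESeq2 recovered 128 with 90 false calls. At a 16-fold change they recovered 169 and 192. Of 500 simulated lists without a change, tested among 17648 genes, 9 (1.8%) had a camera p under 0.05. The simulated genes were drawn independently of each other, so this share says nothing about lists whose genes are correlated, as they may be in the real libraries.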

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

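The tests of explanations in this part were chosen after Zfp990 had been found, and that of the genes around Pik3cd was chosen only after its own result was seen.

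Zfp990, a gene the paper does not discuss, was higher in every TKO and every δKO library than in every WT library, far above the level of the WT controls. Its log2 fold change was 6.40 in TKO against WT (adjusted p = 0.000518 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.33 in δKO against WT (adjusted p = 0.000564), with 19 to 32 counts in the WT libraries. It was higher in all 6 TKO and δKO libraries, and the adjusted p ranged from 2.3e-77 to 0.0120 over the alternatives for TKO and from 2.5e-50 to 0.0578 for δKO. Of the 4 splits of the TKO and WT libraries that part as many libraries with the same replicate number, 1 gave as many calls by edgeR (1 of all 10 splits), and so did 1 of the 4 for δKO and WT (2 of 10). The real split is 1 of those counted each time, and the share cannot fall under 0.1 with 3 libraries against 3.

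A candidate explanation is DNA of another mouse strain that stayed around the targeted Pik3cd allele, since TKO and δKO mice share that allele and Zfp990 lies on the same chromosome within 10 Mb of it. Of the 232 other tested genes within 10 Mb of Pik3cd, 19 (8.19%) had all 6 TKO and δKO libraries on one side of all 3 WT libraries. Elsewhere 350 of 17905 genes (1.95%) did, and chance gives 2.38% (odds ratio 4.47, Fisher's exact test, two-sided, p = 3.0e-07, in which neighbouring genes are treated as independent). The genes within 10 Mb of the floxed Pik3ca and Pik3cb alleles gave no such excess, at 1.04% (1 of 96) and 1.83% (4 of 219). A shift of reads from neighbouring Zfp genes was also tested. The other 11 Zfp genes within 5 Mb lost 3.27 CPM, which is 7.66% of the 42.8 CPM that Zfp990 gained, so reads moved from those genes account for little of it. Reads that were discarded because they matched several copies are not in the counts and were not examined. The raw counts carry no normalization by the authors, and the log2 fold change stayed between 6.19 and 6.61 in TKO and between 5.99 and 6.65 in δKO over all alternatives, those of scaling included. The biological explanation in the design, a change of Zfp990 that follows from the loss of p110δ, cannot be told apart from DNA of another strain around Pik3cd, and the higher value may also come from reads of a strain variant aligned to this gene.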

How the results depend on the processing

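None of the tests in this part was chosen only after its result was seen, apart from the 2 alternatives added later. Alternatives, the lists of genes and the criteria for a call were set before the data were examined, except limma's voom with sample quality weights and edgeR's likelihood ratio test, which were chosen after seeing the data.

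Counts of genes called by edgeR's quasi-likelihood test (1 higher and 0 lower in TKO than in WT, 0 and 0 in TKO than in δKO, 1 and 0 in δKO than in WT; 762, 1851 and 1276 genes with an unadjusted p under 0.05) were the same with RLE or upper-quartile factors, either change of the low-count filter, the number of genes detected as a covariate, robust estimation, adjusted p alone and the authors' normalized values. With only the groups compared, edgeR called 8 genes higher and 1 lower in TKO than in WT and 0 higher in δKO than in WT. Calls higher in TKO than in WT went from 1 to 3, and calls lower from 0 to 1, across the 9 fits that each left out a library. DESeq2 on all 9 libraries called 68 higher and 57 lower in TKO than in WT, 352 and 200 in TKO than in δKO, 67 and 124 in δKO than in WT, and 27 and 20 in TKO than in both. DESeq2 on the groups compared called 270 and 305, 189 and 78, 54 and 140, and 37 and 24. Voom with sample quality weights called 12 genes higher in TKO than in WT. The likelihood ratio test, which takes the dispersion as known, called 14 and 6, 37 and 24, 9 and 4, and 3 and 3. The direction of these moves was tested on simulated data, in which DESeq2 recovered more of the changed genes than edgeR (128 and 83 of 200 at 4-fold) and made more false calls (90 and 4). Which calls on the real data are false was not tested.

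Alternatives were run for 9 list results, and those other than the lysosome and autophagy lists kept their direction under all 21. The other comparisons of the lists, such as the HSC list in δKO against WT or the cell cycle list in TKO against WT, were not run under the alternatives. When camera estimated the correlation, and under fry, the mean log2 fold change of a list was unchanged but none of the lists passed. The adjusted p was then 0.222 and 0.377 for the HSC list in TKO against WT (0.55), 0.222 and 0.398 for the progenitor list in TKO against WT (−0.95), 0.222 and 0.124 for the cell cycle list in TKO against δKO (−0.68), 0.463 and 0.402 for the interferon list (0.47), 0.503 and 0.513 for the lysosome list (−0.22), and 0.222 and 0.124 for the mTORC1 list in TKO against δKO (−0.23) and against WT (−0.26). These list results rest on the assumed correlation. The lysosome list also lost its place under the threshold with upper-quartile factors (−0.092, adjusted p = 0.0634), at least 10 counts in every library (−0.20, 0.153) and the number of genes detected as a covariate (−0.028, 0.421). The mTORC1 list in TKO against δKO did so under the same alternatives (−0.091, adjusted p = 0.0800, then −0.20, 0.153, and −0.21, 0.112) and, in TKO against WT, with only the groups compared (−0.25, 0.0604). Upper-quartile factors shifted the median of all genes by 0.14 in TKO against δKO and by −0.15 in δKO against WT, about as far as they moved the means of these lists in TKO against δKO. The cause of the other moves and of the higher adjusted p was not tested. The ranges of adjusted p were 0.000125 to 0.942 for the lysosome list, 0.0126 to 0.222 for mTORC1 against δKO and 0.00859 to 0.222 against WT. Those of the others were 1.4e-10 to 0.377 for the HSC list, 6.4e-12 to 0.398 for the progenitor list, 3.3e-19 to 0.222 for the cell cycle list and 6.8e-06 to 0.463 for the interferon list. With each library left out, the HSC list (0.34 to 0.77), the progenitor list (−1.91 to −0.67) and the cell cycle list (−0.81 to −0.55) stayed past the threshold. The lysosome list went from −0.42 to −0.077, the interferon list from 0.25 to 0.81, the mTORC1 list from −0.29 to −0.16 against δKO and from −0.31 to −0.12 against WT, and the autophagy list from −0.033 to 0.22. Of these 9 fits, the lysosome list no longer passed in 3 (adjusted p up to 0.485), the interferon list in 3 (up to 0.196), the mTORC1 list against δKO in 4 (up to 0.196) and against WT in 7 (up to 0.196).

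With the replicate block, the lysosome list was 0.093, the interferon list 0.29, and the mTORC1 list −0.18 against δKO and −0.24 against WT, and none of the 4 passed any longer (adjusted p = 0.942, 0.191, 0.165 and 0.0566, with the ranges given above). Among single genes the block changed the sign of Atg10 (−0.34), Atg101 (−0.16), Atg14 (1.18), Atg4b (0.034), Atg9a (0.24) and of Zfp990 in TKO against δKO (−0.21). Libraries with the same replicate number were hardly more alike than others after removal of the genotype means (mean correlation 0.0253 over 7 pairs, against −0.0087). The block therefore had little shared effect to remove. A loss of degrees of freedom alone does not change the sign of a value. The unnumbered δKO library shares no number with another library, so under the block it adds nothing to the comparison of genotypes. The fit without that library also changed the sign of Atg14, Atg9a and Zfp990. It did not change that of Atg10, Atg101, Atg4b or the lysosome list, and why the block did so was not tested. The results with the block therefore do not show a replicate effect.

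The other sign changes of single genes were in TKO against δKO unless stated, and their cause was not tested except with upper-quartile factors. With the number of genes detected as a covariate they were Atg14 (0.17), Atg16l1 (0.32), Atg2a (0.58), Atg4b (0.34), Atg9a (0.54), Pik3cd (−0.045), Pik3ca in TKO against WT (−0.017) and in δKO against WT (−0.31) and Pik3cb in δKO against WT (−0.36). With voom they were Atg10 (−0.0024), Atg101 (−0.049), Atg14 (0.32), Atg16l1 (0.65), Atg2a (0.75), Atg4a (−0.15), Atg4c (0.10), Atg9a (0.027), Atg9b (0.20), Pik3cd (−0.057), and Pik3ca (−0.22) and Pik3cb (−0.20) in δKO against WT. With the authors' normalized values they were Atg101 (−0.077), Atg14 (0.16), Atg2a (0.19), Atg2b (−0.029) and Atg4d (0.40). With upper-quartile factors they were Atg2a (0.11), Atg9a (0.089) and Pik3ca in δKO against WT (−0.14), moved in the direction of the shift of all genes given above. With at least 10 counts in every library they were Atg2a (0.0067), Atg9a (0.025) and Pik3ca in δKO against WT (−0.060). With each library left out, the range crossed 0 for Atg10 (−0.57 to 0.79), Atg101 (−0.15 to 0.38), Atg14 (−0.90 to 1.1), Atg16l1 (−0.83 to 0.53), Atg2a (−0.49 to 0.87), Atg2b (−0.20 to 0.27), Atg4c (−1.08 to 0.18), Atg4d (−1.06 to 1.70), Atg7 (−0.78 to 0.020), Atg9a (−0.54 to 0.20), Atg9b (−1.24 to 0.54), Sqstm1 (−1.17 to 0.17), Pik3cd (−0.16 to 0.40), Zfp990 (−0.11 to 0.41), Pik3ca (−0.18 to 0.43, −0.063 to 0.18 in TKO against WT and −0.35 to 0.26 in δKO against WT) and Pik3cb in δKO against WT (−0.14 to 0.60).

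Among the other values of single genes under an alternative, 29 were past the threshold although the gene was not past it here, all of them with DESeq2 (16 on all 9 libraries and 11 on the groups compared) or the likelihood ratio test (2). Another 4 were no longer past it or had no adjusted p, and none of these was from a fit that left out a library. The self-test sets what the data can show: edgeR recovered 41.5% of the genes changed 4-fold, all of which had a mean of at least 5 CPM. Each simulated gene had 1 dispersion for all genotypes. The common biological coefficient of variation was 0.805 over all libraries and 1.01 within δKO, and recovery at the spread of δKO was not tested. A count of 0 argues against many changes of that size in such genes at the pooled spread. It leaves open changes in a few genes, in weakly expressed genes or of a smaller size.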

Differences from the paper's values

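The paper's counts in fig. S3A were read by eye from the diagram and the others are from edgeR's quasi-likelihood test. Of the tests in this part, limma's voom with sample quality weights and edgeR's likelihood ratio test were chosen only after the results were seen. The paper has about 50 genes higher in TKO than in WT (fig. S3A, read by eye), against 1 here, and about 34 lower, against 0 here (762 genes with an unadjusted p under 0.05). It has about 310 genes higher in TKO than in δKO, against 0 here, and about 190 lower, against 0 here (1851 genes with an unadjusted p under 0.05). It has about 76 genes higher in δKO than in WT, against 1 here, and about 110 lower, against 0 here (1276 genes with an unadjusted p under 0.05). In both comparisons of TKO it has about 16 genes higher and about 13 lower, against 0 and 0 here.

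Among the alternatives set before the data were examined, DESeq2's Wald test on all 9 libraries, with the tool named in the paper's methods, came within 1.5 times the paper's count for genes higher in TKO than in WT (68), higher (352) and lower (200) in TKO than in δKO, and higher (67) and lower (124) in δKO than in WT. It did not for genes lower in TKO than in WT (57) or for those higher (27) and lower (20) in both. DESeq2 on only the groups compared came that close for genes higher (54) and lower (140) in δKO than in WT and for none of the other counts, which were 270, 305, 189, 78, 37 and 24. None of the other alternatives set before the data were examined closed a gap, nor did the 2 chosen after seeing the data. DESeq2 fits on 8 libraries, with each library left out in turn, were counted in both directions together and called from 42 to 372 genes between TKO and WT, from 281 to 2102 between TKO and δKO and from 75 to 1846 between δKO and WT.

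The paper describes multiple genes of fig. S5D as down-regulated in TKO. The log2 fold changes of the 32 genes here lay within 0.0649 of those read by eye from the figure (median gap 0.0205), but 0 of them were called by edgeR. Of the Atg genes 1, and of the autophagy-related genes all 14, had an unadjusted p under 0.05. DESeq2 on all 9 libraries called Atg12 (−1.03, adjusted p = 0.00994), Sumf1 (−1.904, 0.0477), Igf2r (−1.82, 0.0480), Hgs (0.0225) and Nagpa (−1.25, 0.0346), and the highest adjusted p over the alternatives of these genes was 0.946, 0.977, 0.949, 0.946 and 0.949. DESeq2 on only the groups compared called 0 of the 32 genes. The paper states that an autophagy gene signature is negatively enriched in TKO HSCs. The wider autophagy list here, which is not the paper's set, had a mean log2 fold change of 0.060 in TKO against δKO, and of its 21 alternatives only the fit without δKO replicate 2 gave a negative value (−0.033). The Atg genes of fig. S5D had a mean of −0.26, below 0 under all of their 21 alternatives, with no adjusted p under 0.05. With each library left out in turn, this mean ranged from −0.30 to −0.032, so its size depends on single libraries. In table S1 the mTORC1 hallmark set is higher in TKO than in WT, whereas the mTORC1 list here, also not the paper's set, had a mean log2 fold change of −0.26 (9 genes higher and 21 lower) and stayed negative under all of its alternatives (−0.33 to −0.12). Normalized enrichment scores were not computed.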

Other observations

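The tests of Xist and Y-linked genes, of choices of 3 among the 9 libraries for the cell cycle list, of the number of genes detected for that list, of neutrophil RNA and of the 14 autophagy-related genes against WT were chosen only after the results were seen. The other tests of explanations, except the splits, were chosen after the pattern was found and before their own result was seen. Every pattern below is a hypothesis, since it was found and tested on the same libraries.

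Other splits of the libraries were compared with the real one. With 3 libraries against 3 there are 10 splits, of which 4, the real one included, part as many libraries with the same replicate number and the other 6 part fewer. The share is therefore never small enough to rule out chance. DESeq2 on all 9 libraries gave as many calls in 1 of the 4 splits for TKO and WT (1 of 10, 125 calls against at most 45), in 2 of the 4 for TKO and δKO (3 of 10, 552 calls against 964 in another split) and in 1 of the 4 for δKO and WT (2 of 10, 191 against 345). EdgeR called 0 genes between TKO and δKO in all 4, and in all 10, with 1851 genes at an unadjusted p under 0.05 in the real split. The list p was as small in 1 of the 4 splits for the HSC list (1 of 10), the progenitor list (2 of 10), the cell cycle list (1 of 10) and the mTORC1 list in TKO against δKO (1 of 10) and against WT (1 of 10), in 2 for the Atg genes (4 of 10) and the interferon list (3 of 10), in 3 for the lysosome list (5 of 10) and in 4 for the autophagy list (8 of 10). For the HSC list, a split that mixes TKO and WT came close, with a camera p of 1.1e-08 against 1.3e-09 in the real one. Its mean log2 fold change was 0.59, larger than the real 0.55. For the cell cycle list the smallest camera p of another split was 3.7e-08, against 5.4e-14 in the real one.

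DESeq2 on all 9 libraries called more genes between TKO and δKO (552) than between TKO and WT (125), and on the groups compared fewer (267 and 575). A larger spread between the δKO libraries may account for this. The common biological coefficient of variation was 1.01 within δKO, 0.612 within WT and 0.751 within TKO, and without δKO replicate 1 DESeq2 called 372 genes between TKO and WT, against 176 without replicate 2 and 252 without the unnumbered library. Leaving out a δKO library raised the calls between TKO and δKO as well (886 without replicate 1, 2102 without replicate 2 and 580 without the unnumbered library), so the count of calls in this comparison moves with single libraries.

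Fewer genes were detected in δKO replicate 1 (18180) and the unnumbered δKO library (18500) than in the other libraries. When the others were thinned to 31300343 counts, at least 19411 genes were still detected, so a lower depth does not account for the difference. A random loss of transcripts during library preparation was tested with the genes at 0. Genes at 0 in both of these libraries were 1.36 times as many as their expression in WT predicts (769 against 565). The same ratio was 1.43 for δKO replicate 1 and TKO replicate 2 and 1.36 for the unnumbered library and TKO replicate 2. The genes lost are therefore no more alike within δKO than across genotypes. A purely random loss would give no excess over the prediction, so these ratios do not speak for it. The cause of the excess was not tested. No biological explanation was tested.

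Xist and 4 Y-linked genes differed between libraries of one genotype. WT replicates 1 and 3, the unnumbered δKO library and TKO replicate 3 had 130 to 174 CPM on the Y-linked genes and 32.1 to 59.5 CPM of Xist. The other 5 libraries had 0.819 to 1.80 CPM on the Y-linked genes and 3227 to 6393 CPM of Xist. The ratio of the highest to the lowest Xist value within a genotype was at least 107 (δKO; 114 in TKO and 166 in WT). Aliquots of one pool of cells would have nearly equal values, so the libraries of a genotype were not such aliquots. The level of the opposite pattern in a library was at most 1.24%, which leaves little room for donor cells of both sexes in one library. Each genotype had libraries of each kind, in unequal numbers, and no comparison by sex was made.

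The cell cycle list was lower in TKO than in both other genotypes, in all 3 TKO libraries (−0.50 to −0.16) against the other 6 (0.0050 to 0.49), whereas the paper found no difference in cell cycle profile by flow cytometry at another time point (fig. S5B). Of 18 choices of 3 among the 9 libraries that part as many libraries with the same replicate number, 1, the real one, gave a difference as large, and of all 84 choices also 1 (exact permutation test, two-sided, p = 0.0119, the smallest it can give; 0.0952 after Benjamini-Hochberg adjustment over the 8 lists). The real choice was the most extreme of all 84, but a single list at the smallest p cannot pass that adjustment whatever the data. The pattern therefore cannot be told apart from chance by this test, which could not have ruled it out. With the number of genes detected as a covariate the mean log2 fold change in TKO against δKO was −0.55, and with the value of the progenitor list as a covariate it was also −0.55 (−0.546, adjusted p = 6.0e-10 from limma's camera). In TKO against WT the progenitor covariate took it from −0.49 to −0.31 (adjusted p = 0.00126), so a part of that difference goes with the progenitor value, but neither fewer genes detected nor a smaller share of progenitor RNA fully explains the pattern. Random lists matched for expression, gene length and GC content had a mean of −0.23, and 0 of 10000 were as low as the list, so these properties explain a part at most. Mki67 was at 876 to 941 CPM in TKO, with a log2 fold change of −0.66 against WT and −0.74 against δKO (adjusted p = 1.00 and 0.465 from edgeR's quasi-likelihood test). DESeq2 gave −0.66 against WT on the groups compared (adjusted p = 0.0322, with a range of 0.0322 to 1.00 over the alternatives) and −0.76 against δKO on all 9 libraries (adjusted p = 0.0374, with a range of 0.0374 to 0.946).

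The lower progenitor list in TKO against WT was tested against neutrophil RNA in WT replicate 3. Without that library the mean log2 fold change was −0.97, against −0.95 with it. Random lists matched for expression, length and GC content had a mean of −0.065, and 2 of 10000 were as low. With the progenitor value as a covariate, the HSC list kept a mean log2 fold change of 0.45 (adjusted p = 0.0539) and the Atg genes had one of −0.31 (adjusted p = 0.0402) in TKO against WT, where it was −0.11 (adjusted p = 0.263) without the covariate. The Atg genes fell under the threshold only with the covariate, and in TKO against δKO they were at −0.24 with it (adjusted p = 0.168) and at −0.26 without it (adjusted p = 0.218). TKO replicate 2 lay among the WT libraries, so a difference in the mixture of sorted cells between libraries was not excluded.

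The 14 autophagy-related genes of fig. S5D all have an unadjusted p under 0.05 between TKO and δKO. The legend mentions manual curation without its criteria and leaves open whether this covers the 14 genes. If their values in these libraries played a part in the choice, tests on them show no stability. Their mean log2 fold change was 0.44 in δKO against WT and −0.69 in TKO against WT, so the difference of TKO from δKO may come in part from higher values in δKO. Of the 14 genes, 9 were lower in all 3 TKO libraries than in δKO replicate 2, which detected the most genes of its group, 13 were lower than in replicate 1 and 14 were lower than in the unnumbered library. Against WT, all 14 genes had a negative log2 fold change in TKO, 7 were lower in all 3 TKO libraries than in all 3 WT libraries (chance gives 10% for a separation in either direction, if the genes were not chosen by their values in TKO), and none changed sign against δKO with the number of genes detected as a covariate. With edgeR's quasi-likelihood test, 4 of the 14 genes had an unadjusted p under 0.05 against WT. With Benjamini-Hochberg adjustment over the list alone, 0 passed against WT (smallest adjusted p 0.0519). All 14 genes were measured in the same libraries, so their directions are not independent. The direction against WT speaks for lower expression in TKO unless the genes were chosen for it. As that is not known, the pattern cannot be told apart from higher values in δKO or from the libraries that detected fewer genes.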
